# Transcriptomic and metabolomic analyses reveal mechanisms of adaptation to salinity in which carbon and nitrogen metabolism is altered in sugar beet roots

**DOI:** 10.1186/s12870-020-02349-9

**Published:** 2020-04-03

**Authors:** Lei Liu, Bin Wang, Dan Liu, Chunlei Zou, Peiran Wu, Ziyang Wang, Yubo Wang, Caifeng Li

**Keywords:** *Beta vulgaris* L., Salt tolerance, Multiomic analysis, Carbon and nitrogen metabolism

## Abstract

**Background:**

*Beta vulgaris* L. is one of the main sugar-producing crop species and is highly adaptable to saline soil. This study explored the alterations to the carbon and nitrogen metabolism mechanisms enabling the roots of sugar beet seedlings to adapt to salinity.

**Results:**

The ionome, metabolome, and transcriptome of the roots of sugar beet seedlings were evaluated after 1 day (short term) and 7 days (long term) of 300 mM Na^+^ treatment. Salt stress caused reactive oxygen species (ROS) damage and ion toxicity in the roots. Interestingly, under salt stress, the increase in the Na^+^/K^+^ ratio compared to the control ratio on day 7 was lower than that on day 1 in the roots. The transcriptomic results showed that a large number of differentially expressed genes (DEGs) were enriched in various metabolic pathways. A total of 1279 and 903 DEGs were identified on days 1 and 7, respectively, and were mapped mainly to 10 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Most of the genes were involved in carbon metabolism and amino acid (AA) biosynthesis. Furthermore, metabolomic analysis revealed that sucrose metabolism and the activity of the tricarboxylic acid (TCA) cycle increased in response to salt stress. After 1 day of stress, the content of sucrose decreased, whereas the content of organic acids (OAs) such as L-malic acid and 2-oxoglutaric acid increased. After 7 days of salt stress, nitrogen-containing metabolites such as AAs, betaine, melatonin, and (S)-2-aminobutyric acid increased significantly. In addition, multiomic analysis revealed that the expression of the gene encoding xanthine dehydrogenase (XDH) was upregulated and that the expression of the gene encoding allantoinase (ALN) was significantly downregulated, resulting in a large accumulation of allantoin. Correlation analysis revealed that most genes were significantly related to only allantoin and xanthosine.

**Conclusions:**

Our study demonstrated that carbon and nitrogen metabolism was altered in the roots of sugar beet plants under salt stress. Nitrogen metabolism plays a major role in the late stages of salt stress. Allantoin, which is involved in the purine metabolic pathway, may be a key regulator of sugar beet salt tolerance.

## Background

At present, 20% of arable land and nearly 50% of irrigated land have been salinized [1, 2]. Soil salinization poses an enormous threat to agricultural production, and has become a globally complex environmental problem [3]. High salt concentrations generally lead to plant ion imbalance, infiltration and oxidative damage, which can lead to wilting and plant death [4]. Therefore, improving the salt tolerance of crops has become an important research topic.

Owing to its excellent salt tolerance, sugar beet is used as a model sugar crop species for studying the salt tolerance mechanism of plants [5–8]. Compared with other plants species, sugar beet can better withstand high salt stress and drought stress [9]. Plants respond to salt stress by accumulating osmotic regulators, selectively absorbing salt ions, partitioning salt ions, and enhancing their antioxidant capability [10, 11].

At present, it is known that the salt tolerance mechanism of plants is related to the accumulation of primary metabolites in plant tissues, such as sugars, amino acids (AAs), polyols, organic acids (OAs) and hormones [12, 13]. In sugar beet, secondary metabolites, such as betaine, can protect membranes and can enhance the activity of antioxidant enzymes; as such, these metabolites can promote the elimination of intracellular reactive oxygen species (ROS) and play an active role preventing lipid peroxidation [14]. The carbon- and/or nitrogen-containing compounds in sugar beet can improve overall plant adaptability under unfavorable growth conditions [15–17]. It is well known that nitrogen and carbohydrates are important factors limiting crop growth, but it is not known how these two metabolic processes are rebalanced when plants are stressed. Although there have been numerous studies of the response mechanism of sugar beet to salt stress, most of these investigations have been limited to the ecophysiological level or restricted to a single pathway. Knowledge concerning the physiological and molecular mechanisms occurring in sugar beet under salt stress isincomplete. Moreover, there is little information available regarding the relationship between metabolomic responses and transcriptomic responses to salt stress in sugar beet, particularly in the roots; most related studies have focused on the shoots or leaves of plants.

Transcriptomic analyses of cotton (*Gossypium* spp.), soybean (*Glycine max* (Linn.) Merr.), alfalfa (*Medicago sativa* L.), barley and other plant species have revealed a large number of DEGs related to secondary metabolites, hormone synthesis, nitrogen absorption, ROS clearance, cell membrane stability, and signal transduction pathways under salt stress [18–21]. However, few studies have investigated the changes in carbon and nitrogen metabolism in plants as a whole. Some studies have shown that the content of TCA-related OAs in sugar beet leaves increases under salt stress and that proline, mannitol and putrescine help sugar beet leaves adapt to salt stress [22, 23]. However, how sugar beet regulates carbon and nitrogen metabolism under salt stress and whether this species has a unique salt tolerance regulatory pathway remain unknown. However, all metabolic changes are controlled by genes, so additional research on changes in gene expression is needed.

Roots, organs that directly encounter salt stress, act as a reservoir of carbohydrates [24, 25]. Therefore, the salt tolerance of roots is closely related to plant growth. By combining transcriptomic and metabolomic approaches, weelucidated the aforementioned protective mechanisms to better understand how plants regulate carbon and nitrogen metabolism to adapt to salt stress. The purpose of this study was to determine how sugar beet roots ensure the balance between carbon metabolism and nitrogen metabolism in response to salt stress, to determine the pathways important to sugar beet root adaptation and tolerance to salt stress, and to identify key genes and metabolites involved in the salt stress response. Therefore, there is great theoretical and practical value in performing physiological research on sugar beet salt stress and in revealing the mechanisms governing salt tolerance.

## Results

### Physiological changes in sugar beet under salinity stress

Our preliminary experiments showed that sugar beet plants could complete the vegetative growth phase in a solution whose maximum salt concentration was 300 mM (NaCl+Na_2_SO_4_). The root growth of sugar beet plants under salt stress was compared after 1 day and 7 days of the stress. The root biomass of sugar beet plants under salt stress was significantly (54.65%) lower than that in the plants under the control (CK) conditions (Fig. 1a). This result indicated that sugar beet suffers from severe salt stress, reflected by inhibited root growth. However, the root activity (RA) of plants under salt stress was 104.04% greater than that in plants under the CK conditions after 1 day of stress; the RA was indicated by the activity of succinate dehydrogenase in the mitochondria of living cells. This association was verified by the significant increase in malic acid, which is presented below. Moreover, the root/shoot ratio under stress was 8.26 and 3.83% greater than that under the CK conditions on days 1 and 7, respectively (Fig. 1b, c). In this paper, the sugar beet growth slowed, the root metabolism increased, and the activity of the tricarboxylic acid (TCA) cycle increased in response salt stress.

**Fig. 1:**
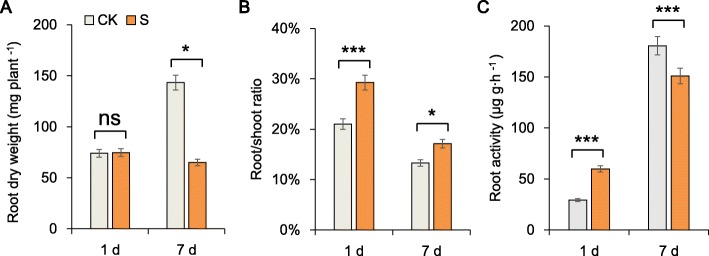
Plant growth in response to salt stress (300 mM Na^+^) or control (no salt) for 1 day and 7 days. **a** Root dry weight (DW), **b** root/shoot ratio and (**c**) root activity (RA) were measured in sugar beet seedlings. The data shown are the means of three biological replicates (± SD). S, salt stress; CK, control. Significant differences are indicated (ns, not significant; *,*P* < 0.05; ***,*P* < 0.001)

We studied the ROS and oxidative defense system of the sugar beet roots and found that the ROS content in roots increased over time (Fig. 2a, b, c). The contents of malondialdehyde (MDA), superoxide anion (O_2_**·**^−^) and hydrogen peroxide (H_2_O_2_) after 7 days of salt treatment were greater than those after 1 day of stress. However, the protective enzyme activity increased: peroxidase (POD) activity in the plants under salt stress conditions was 2 times greater than that in the plants under the CK conditions on day 7. This result suggests that POD may play a key role in salt tolerance, which we verified at the molecular level (Fig. 2d, e, f). Further, the soluble protein content, soluble sugar content and proline content increased significantly after 1 and 7 days of salt stress (Fig. 3a, b, c).

**Fig. 2:**
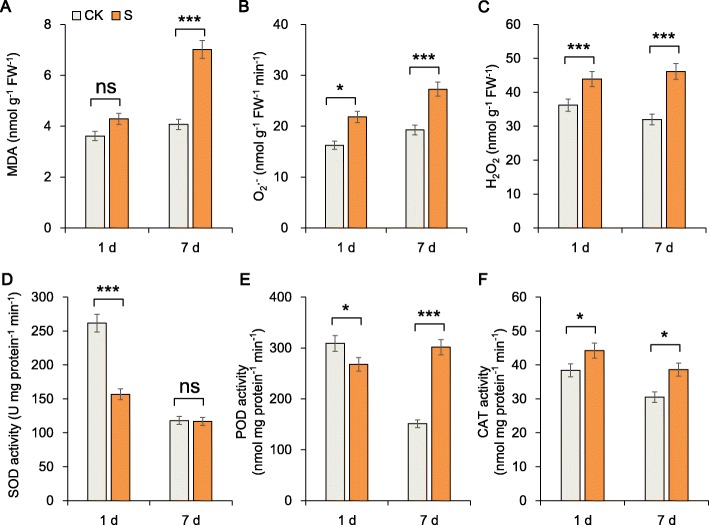
Root physiological changes in response to salt stress for 1 day and 7 days. **a** Malondialdehyde (MDA) content, **b** superoxide radical (O_2_·^−^) content, **c** hydrogen peroxide (H_2_O_2_) content, **d** superoxide dismutase (SOD), **e** peroxidase (POD) activity and **f** catalase (CAT) activity were measured in sugar beet seedlings. The data shown are the means of three biological replicates (± SD). Significant differences are indicated (ns, not significant; *,*P* < 0.05; ***,*P* < 0.001)

**Fig. 3:**
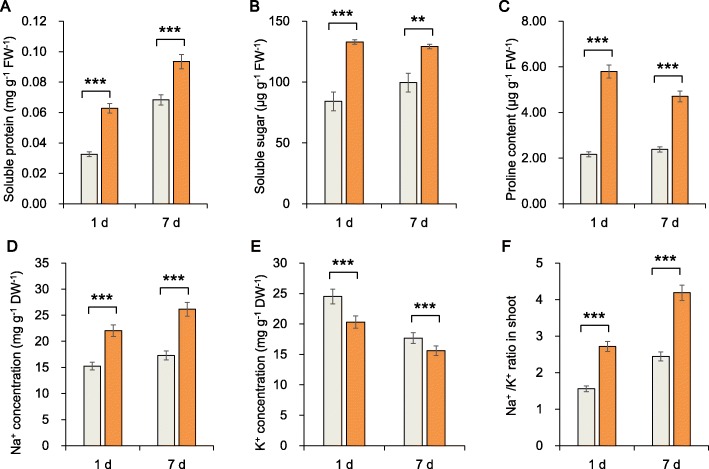
Root growth in response to salt stress for 1 day and 7 days. **a** Soluble protein content, **b** soluble sugar content, **c** proline content, **d** Na^+^ concentration, **e** K^+^ concentration and **f** Na^+^/K^+^ ratio were measured in sugar beet seedlings. The data shown are the means of three biological replicates (± SD). Significant differences are indicated (ns, not significant; **,*P* < 0.01; ***,*P* < 0.001)

Compared with that in the CK plants, the Na^+^ content in the roots of plants after 1 and 7 days increased significantly by 44.59 and 51.31%, and the K^+^ content decreased significantly by 17.14 and 11.60%%, respectively. Compared with the respective control, the increase in the Na^+^/K^+^ ratio under salt stress on day 7 (71.17%) was lower than that on day 1 (74.59%) (Fig. 3d, e, f). In this high-salt environment, the levels of ROS and toxic ions in the plants were still too high. Most of these osmotic regulatory substances are involved in the stress response; thus, we believe that important regulatory substances are also involved in the salt tolerance of sugar beet roots. Therefore, we performed a metabolic analysis, which is described below.

### Assessment of metabolic changes in sugar beet during salinity acclimation

To monitor the metabolic acclimation processes of sugar beet under salt stress, ultra-performance liquid chromatography-mass spectrometry (UPLC-MS) was performed to identify differentially expressed metabolites. In total, 127 differentially expressed metabolites (24 AAs, 21 OAs, 9 amines, 9 carbohydrates, 11 lipids, 9 alkaloids, 7 nucleic acids, 4 vitamins, 2 cofactors, 2 sugar alcohols, 2 hormones and 28 other compounds) were reproducibly identified in the roots of plants under the CK conditions and salt stress conditions (Table S1).

According to principal component (PC) analysis, in positive electrospray ionization (ESI) mode, the first PC (PC1) explained 30.87% of the total measured metabolite variation in the direction of the treatments, while the second PC (PC2) accounted for 21.29% of the total variation, which was attributed partially to the treatment differences and partially to the temporal differences under salt stress. Similar results were obtained in negative ESI mode (Fig. 4).

**Fig. 4:**
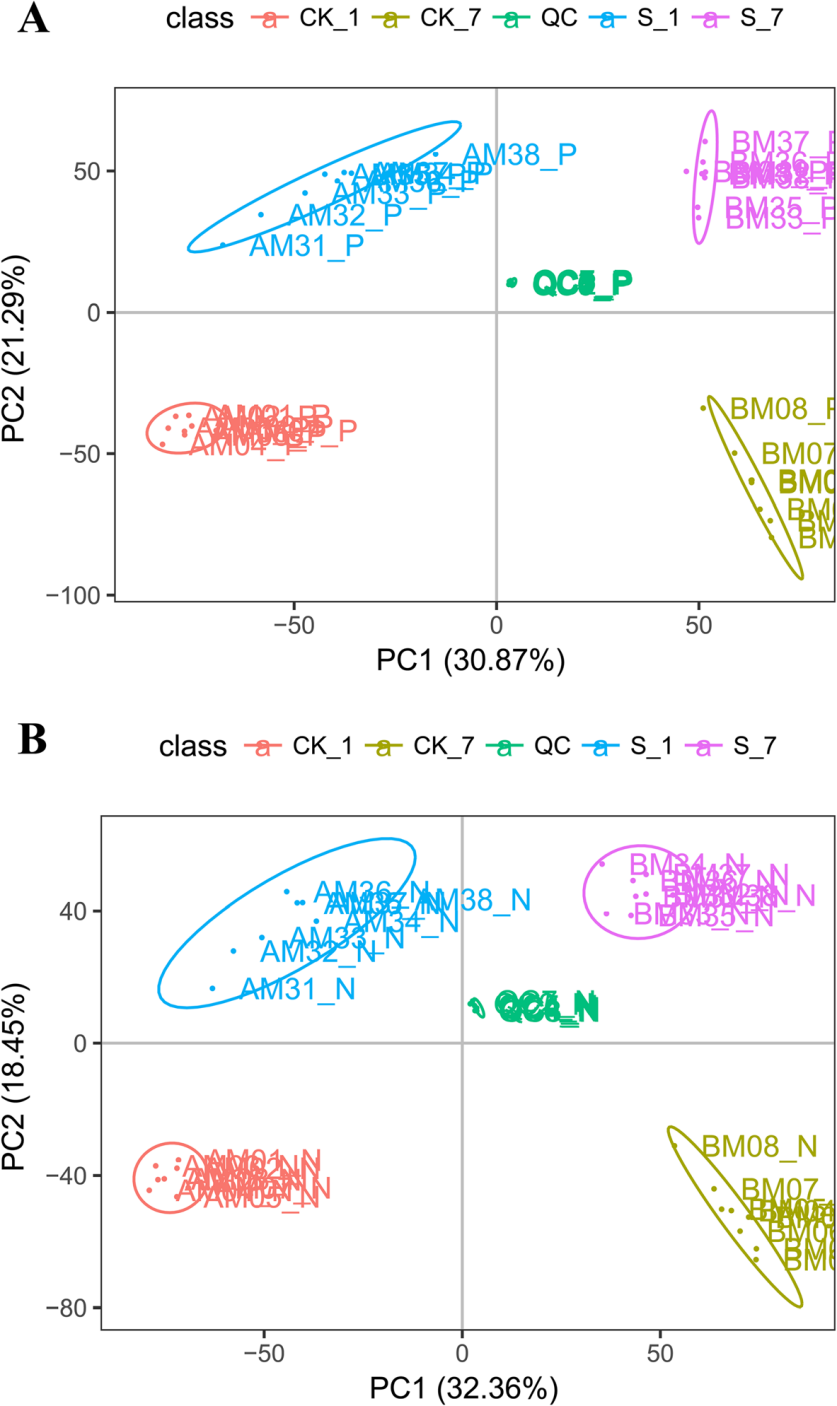
Root metabolome variation among samples as determined by principal component analysis (PCA). **a** Positive electrospray ionization (ESI) mode, **b** negative ESI mode; PC1 represents the first principal component; PC2 represents the second principal component. CK_1, control on day 1; CK_7, control on day 7; S_1, salt on day 1; S_7, salt on day 1; QC, quality control (a mixture of experimental samples prepared in equal amounts). The data shown are the means of eight biological replicates

On the basis of a heat map analysis (Fig. 5) and the data in Table S2, we deduced that the abundance of the primary metabolites was significantly affected after exposure to salt stress for 1 day (40 increased in abundance, and 33 decreased) and 7 days (30 increased and 55 decreased). Compared with those under the CK conditions, most AAs under salt stress conditions were significantly enriched on day 1, including L-glutamine and L-asparagine. Similarly, most of the OAs, such as cis-aconitate, benzoic acid L-malic acid, and alpha-ketoglutarate, were significantly enriched under salt stress on both days; however, the abundance of all lipids decreased on day 7.

**Fig. 5:**
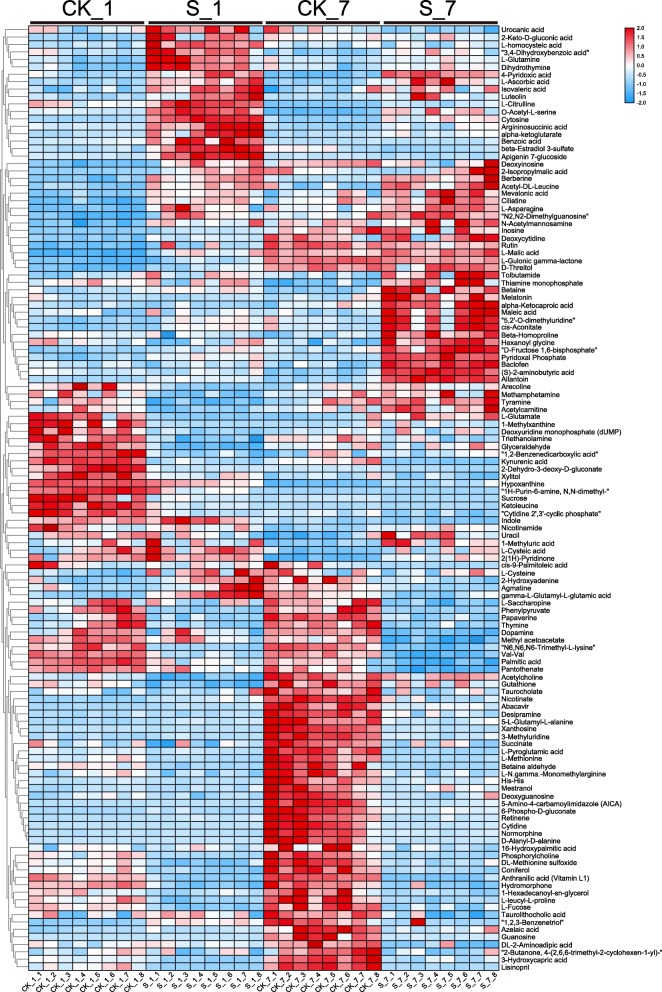
Results of hierarchical clustering analysis of altered metabolite pools in sugar beet subjected to salt stress (*P* < 0.01). Heatmap color indicate the abundance of each metabolite under salt stress on day 1 and 7

Compared with the CK plants, the salt-stressed plants presented the most obvious changes 2-isopropylmalic acid (27.4-fold on day 1 but no obvious differences on day 7). Nitrogen-containing metabolites such as allantoin, betaine, L-citrulline and two hormones (melatonin and (S)-2-aminobutyric acid) increased significantly under salt stress conditions compared with the CK conditions only on day 7. The allantoin content presented a larger fold change (6.93-fold) than did the betaine content (6.16-fold).

### Transcriptomic analysis of sugar beet under salinity stress

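RNA-seq was performed on roots of sugar beet seedlings, with 3 biological replicates in each of 4 groups, which gave 12 libraries. CK_1 and S_1 were the control (CK) and the salt treatment on day 1, and CK_7 and S_7 were those on day 7. The salt solution, a mixture of NaCl and Na2SO4, held 300 mM Na+. The methods describe a gradual increase to that concentration, whereas the labels of the libraries mention only the final one. The abstract counts both time points as treatment at 300 mM Na+. The methods do not state whether the days count from the first or the final concentration. A lower Na+ level in S_1 is therefore not excluded. Polyadenylated RNA was sequenced as read pairs, the reads were aligned to the NCBI sugar beet genome with HISAT, and transcripts were assembled and quantified with StringTie. The authors deposited 1 FPKM value (fragments per kilobase of transcript, relative to the mapped reads of the library) per gene and library for 28320 genes, so that transcript length and sequencing depth were already divided out. The FPKM values of a library summed to between 382847 and 423530, with a median of 388657 in CK_1, 404909 in S_1, 397391 in CK_7 and 388224 in S_7. Between 23688 and 24234 genes per library had an FPKM above 0, and the 10 highest genes held between 5.20% and 10.1% of the total. FPKM values carry no read counts, but the spacing of the low values of genes with 1 transcript gave an estimate of the relative depth. It ranged from 0.904 to 1.27 across libraries, with the first CK_1 library set to 1. Relative to CK_1, the mean depth was 1.06 in S_1, 1.06 in CK_7 and 1.09 in S_7. The paper's valid reads in Table 1 (48122135 in CK_1, 50581785 in S_1, 50804895 in CK_7 and 52238759 in S_7) gave 1.05, 1.06 and 1.09. Across genes with a mean FPKM of at least 1, which are not independent replicates, the correlation of log2(FPKM + 1) was 0.822 to 0.877 for the 12 pairs of libraries of the same group and 0.708 to 0.825 for the 54 other pairs. In a principal component analysis, the first component (23.8% of the variance) separated the days, and the second (15.0%) separated salt from CK.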

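Expression was compared on the log2(FPKM + 1) scale with the limma package, between salt and the CK of the same day, over every gene with an FPKM above 0 in at least 1 of the 6 libraries. As in the paper's methods, a gene was called a DEG when its unadjusted P was under 0.05 and its log2 fold change was above 1 or below -1. The adjusted p-values are from limma with Benjamini-Hochberg adjustment, and all tests are two-sided unless stated otherwise. The pseudocount of 1 shrinks the fold change of genes with a low FPKM. With 3 libraries against 3, the smallest p that an exact permutation test allows is 0.1. Of the 6009 genes that reached 20 FPKM in at least 1 library, 542 were listed at exactly 0 in another. They included 16 of the 199 genes for ribosomal proteins, T-complex proteins or translation initiation factors that reached that level, so a value of 0 is not read here as absence of the transcript. Such genes are described as listed at 0, with the value of each library. Values of gene family members with near-identical sequences are uncertain, because the assignment of reads between them was made before the values were deposited.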

The Illumina HiSeq 4000 was utilized for generating the reference transcriptome for *Beta vulgaris* L. in the case of salt stress. Table 1 displays the 48,862,905, 51,492,828, 51,606,390, and 53,096,544 total raw reads acquired based on CK and salt-stressed plants. Following the removal of the low-quality sequences, 48,122,135, 50,581,785, 50,804,895 and 52,238,759 valid reads were preserved in subsequent assembly. The GC percentages were 42.00, 42.50, 42.17, and 42.33%, respectively, while the Q20 values were over 99.56% at the sequencing error rate of < 1%. According to the above findings, those sequencing data were in high quality with great quantity, which guaranteed the accuracy of sequence assembly, as well as sufficient coverage of the transcriptome. 

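The paper's Table S3 sets RNA-seq fold changes beside qRT-PCR fold changes for 18 genes on both days, which gives 36 values. From the FPKM values, the size of the log2 fold change ranged from 1.16 to 4.23, and all 36 met the criteria for a DEG in the direction of the qRT-PCR value. In limma, 23 of the 36 had an adjusted p under 0.05. These genes were not an independent sample of the transcriptome, as 16 of the 18 are also listed among the highly changed genes of Table S6. The paper's qRT-PCR value was the larger of the pair in 26 of the 36, in 15 on day 1 and in 11 on day 7, and the median excess was 0.35 on the log2 scale. The widest gap was in the probable protein phosphatase gene LOC104900051 on day 1. Its log2 fold change from FPKM was 2.81 (standard error 0.21), whereas the paper's qRT-PCR value is 11.45 on the log2 scale. In CK_1 this gene had FPKM values of 0, 0.0121 and 0, so the pseudocount limits the fold change that the log2(FPKM + 1) scale can show. The ratio of mean FPKM gave 10.6 on the log2 scale, but its CK_1 mean rests on 1 library above 0.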

On the basis of comparisons of 18 randomly selected genes between the salt stress and CK conditions, the quantitative real-time PCR (qRT-PCR) results showed good agreement with the RNA sequencing (RNA-seq) data (Table S3).

**Table 1:** Summary statistics of the sequencing results. CK_1, control on day 1; CK_7, control on day 7; S_1, salt on day 1; S_7, salt on day 1

Sample	Raw Data (reads)	Valid Data (reads)	Valid Ratio %	Q20%	Q30%	GC content %
CK_1	48,862,905	48,122,135	98.48	99.65	95.63	42.00
S_1	51,492,828	50,581,785	98.22	99.65	95.73	42.50
CK_7	51,606,390	50,804,895	98.45	99.71	96.20	42.17
S_7	53,096,544	52,238,759	98.38	99.65	95.78	42.33

### Functional analysis of DEGs

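On day 1, 27073 genes were tested and 1621 met the criteria for a DEG, of which 930 were upregulated and 691 downregulated by salt. On day 7, 1392 of 27411 genes met them, 740 upregulated and 652 downregulated. As a ratio, the threshold on P moved these counts most: with a Benjamini-Hochberg adjusted p under 0.05 in its place, 187 genes remained on day 1 and 355 on day 7. In 1546 of the day 1 DEGs and 1334 of the day 7 DEGs, the 3 salt libraries lay entirely above or entirely below the 3 CK libraries. Over all tested genes the share of such genes was 21.8% on day 1 and 26.4% on day 7, where chance gives 10%. The same genes were called in the same direction on both days in 246 cases, 175 of them upregulated and 71 downregulated.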

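The 5 largest increases and the 5 largest decreases of each day, among DEGs whose salt and CK libraries did not overlap, came from 19 genes, and 17 of these were listed at 0 in some libraries. Of the other genes, LOC104889939 encodes a noncoding RNA. Its FPKM on day 7 was 18351 ± 3464 (SD, n = 3) under CK and 291 ± 186 under salt, a log2 fold change of -6.14 (standard error 0.82, limma adjusted p = 0.0393). On day 1 it was 11358 ± 2488 under CK and 989 ± 458 under salt, and the log2 fold change of -3.63 met the criteria for a DEG but had a limma adjusted p of 0.211. The remaining gene, the translation initiation factor gene LOC104900048, had FPKM values of 70.2, 58.6 and 67.8 in S_7 against 0.448, 0.601 and 0.0731 in CK_7. It varied as widely within the day 1 groups, with 35.8, 91.0 and 0.418 in CK_1 and 0.615, 57.0 and 53.3 in S_1.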

Of the 1279 and 903 differentially expressed genes (DEGs) identified after 1 and 7 days of stress in sugar beet, respectively (Fig. 6), the expression levels of 104 and 46 genes in the roots were up- or downregulated under salt stress both on both days. However, the expression of 25 DEGs was first upregulated but then downregulated, while that of 10 DEGs was first downregulated and then upregulated, indicating that the transcriptomic responses of sugar beet to salt stress were largely timespecific. 

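Among genes called on both days, 53 were upregulated on day 1 and downregulated on day 7, and 30 were downregulated first and upregulated later. The difference between the days in the salt effect was also tested directly, as the interaction of salt and day in 1 limma fit of all 12 libraries over 28320 genes. It had an adjusted p under 0.05 in 499 genes, with a higher effect on day 7 in 234 and a lower one in 265. That included 38 of the 53 genes and 23 of the 30 genes whose direction changed, but 2 of the 175 upregulated and 2 of the 71 downregulated on both days. This split is largely fixed in advance, because the groups were formed by direction from the same libraries. Of the 1292 genes called only on day 1, 165 (12.8%) had such a difference, and 787 had a change of the same sign on day 7. Of the 1063 called only on day 7, 94 (8.84%) had one, and 656 had a change of the same sign on day 1. From the DEGs shared between the days and those whose direction changed, the paper concludes that the transcriptomic responses of the roots to salt depended largely on time.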

Subsequently, hierarchical clustering analysis was carried out for obtaining the comprehensive transcription profiles for those coexpressed transcripts at various salt stress stages (Fig. 7). The clustering profiles indicated that salt stress significantly affected the transcriptional profiles of the coexpressed transcripts. The number of upregulated genes in the salt stress treatment compared with the CK treatment was greater than the number of downregulated genes among these coexpressed transcripts. Moreover, there were more downregulated genes after 7 days of salt stress than after 1 day of salt stress.

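Of the 329 genes called on both days, 228 were upregulated by salt on day 1 and 205 on day 7. With each library scaled by its median ratio to the other libraries, 316 genes were called on both days, of which 214 were upregulated on day 1 and 185 on day 7. Over the DEGs of each day, whether shared or not, 57.4% were upregulated on day 1 and 53.2% on day 7. With that scaling the shares were 58.0% and 47.0%, so that on day 7 the downregulated DEGs (701) then outnumbered the upregulated ones (621).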

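Of the genes called on both days, 101 were downregulated on day 1 and 124 on day 7, and with median ratio scaling the numbers were 102 and 131. The difference comes from the genes whose direction changed between the days. Over the DEGs of each day, whether shared or not, downregulated genes were fewer on day 7 than on day 1 in the values as deposited, and with median ratio scaling they numbered 699 on day 1 and 701 on day 7.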

**Fig. 6:**
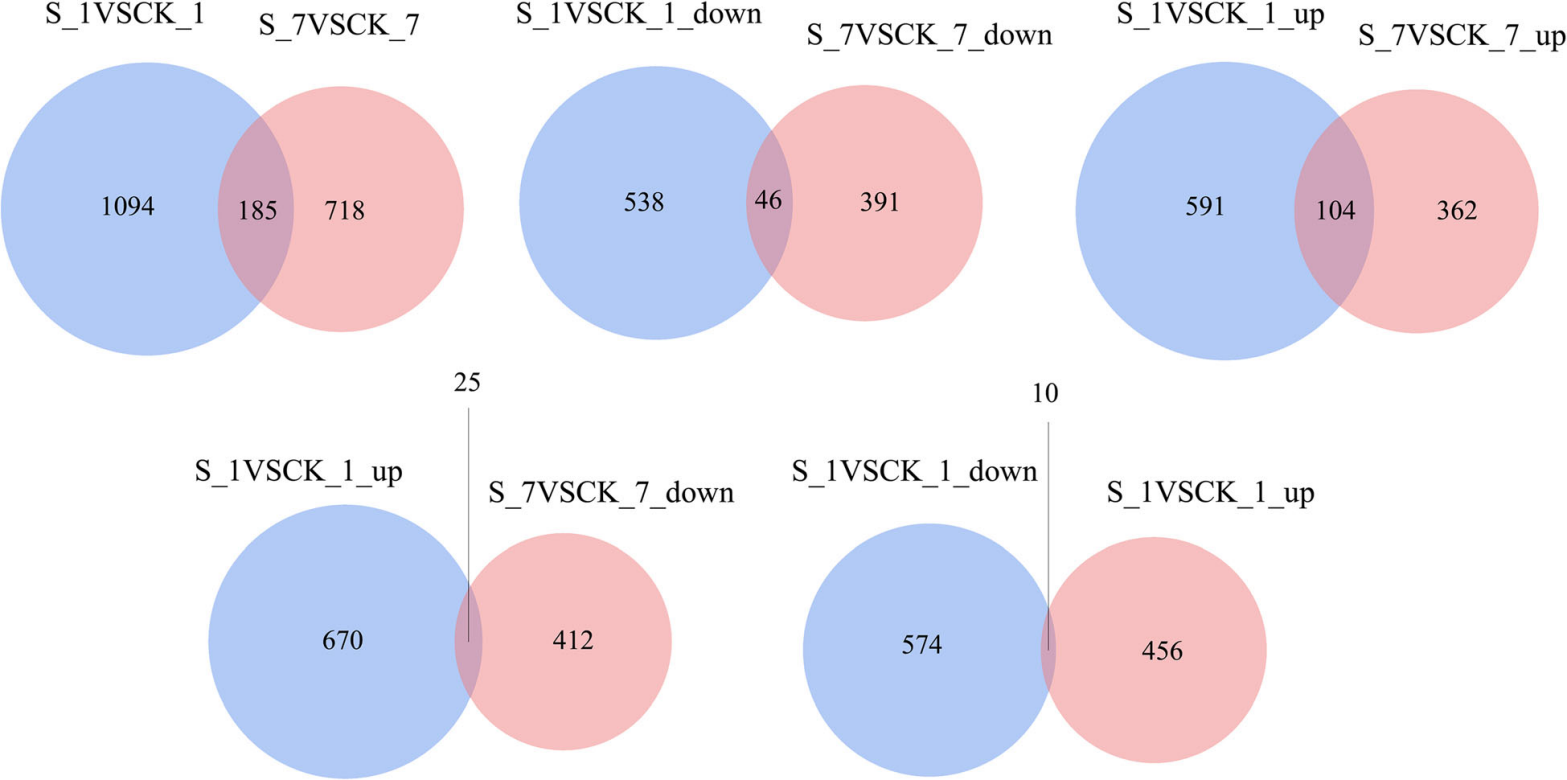
Global comparison of differentially expressed genes (DEGs) in the roots of sugar beet at different stages of salt stress. **a** Distribution of all DEGs, **b** downregulated DEGs and **c** upregulated DEGs annotated in samples treated with salt for 1 day (blue circles) and 7 days (red circles); **d** upregulated DEGs on day 1 and downregulated DEGs on day 7; **e** downregulated DEGs on day 1 and upregulated DEGs on day 7

**Fig. 7:**
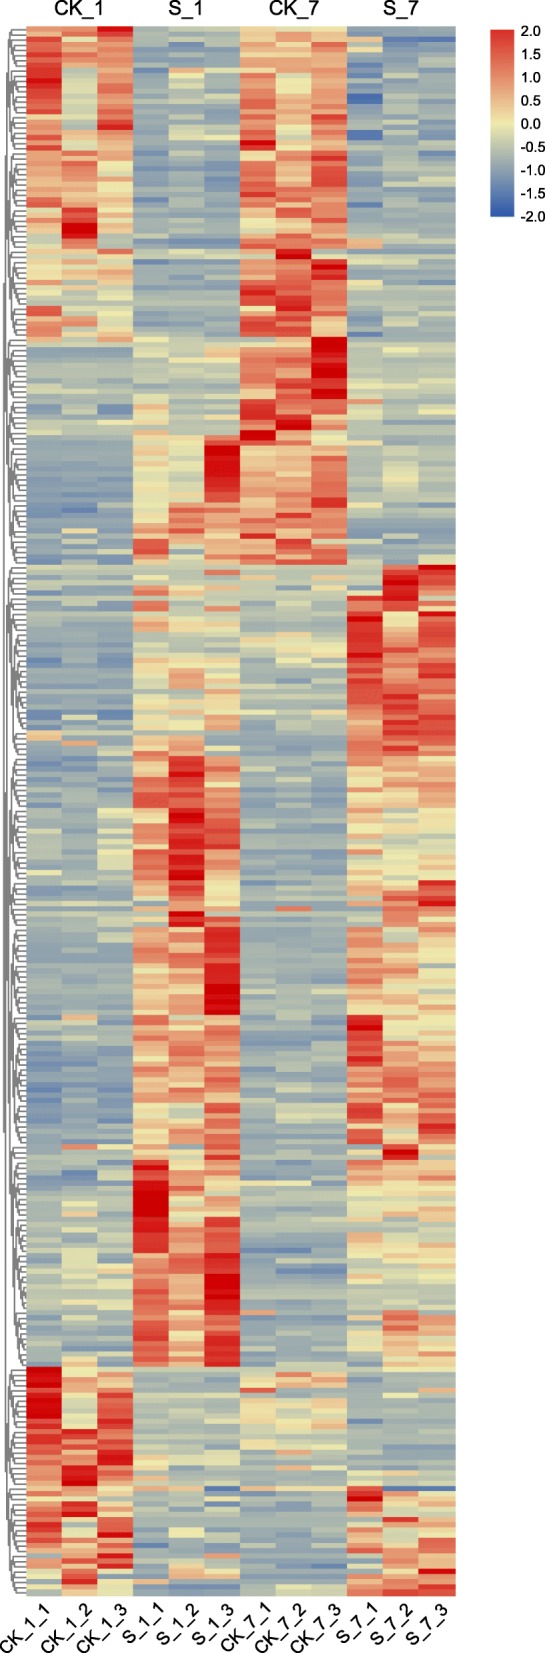
Cluster analysis of coexpressed transcripts at different stages of salt stress. The heat map color indicates the abundance of each transcript at different stages of salt stress (*P* < 0.05). The heatmap presents normalized FPKM expression values. The blue color indicates low-intensity spots, while the red color indicates spots with high signal

According to Gene Ontology (GO) analysis (Table S4), the DEGs (*P* value < 0.05) on day 1 (369, 483 and 610) and day 7 (289, 46 and 420) were annotated with three GO functions: Biological process, Cellular component and Molecular function, respectively. 

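Terms were tested with a one-sided Fisher's exact test of the DEGs against background genes that carry at least 1 Gene Ontology (GO) term. The terms are those of the annotation columns of the table. Background genes were tested genes that could reach the fold change criterion, with a mean log2(FPKM + 1) above 1 in salt or CK. With the ratio of mean FPKM as fold change, the background on day 1 was larger, at 9900 genes with a term. Benjamini-Hochberg adjustment was over the 890 terms with at least 5 background genes on day 1. Of the 8448 background genes with a term, 713 were DEGs on day 1, and 16 terms were enriched at an adjusted p under 0.05. The oxidation-reduction process held 103 DEGs, where 53.8 were expected (adjusted exact p = 1.20e-08). The metabolic process held 56, with 34.9 expected (adjusted exact p = 0.0176), and transmembrane transport held 40, with 21.3 expected (adjusted p = 0.0072). In the exact test the metabolic process was no longer enriched with the replicate block (adjusted p = 0.138) or with genes called by adjusted p (0.0578), and neither was transmembrane transport with the latter (adjusted p = 1). The choice that moved the number of enriched terms and pathways most was the threshold on P: with genes called by limma adjusted p, 6 GO terms were enriched on day 1.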

On day 1, “oxidation-reduction process” (GO:0055114, 98 genes), “metabolic process” (GO:0008152, 50 genes) and “transmembrane transport” (GO:0055085, 37 genes) were the three most enriched GO terms in the Biological process ontology. On the 7th day, the “redox process” (*n* = 78 genes), the “metabolic process” (*n* = 43), together with the “carbohydrate metabolic process” (GO:0005975, *n* = 27), accounted for the top three most significantly enriched gene ontology (GO) terms in Biological Process category. 

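On day 7, 602 of the 8617 background genes with a GO term were DEGs, and 16 of 896 terms were enriched. The oxidation-reduction process held 82 DEGs (45.0 expected, adjusted exact p = 1.13e-05), the metabolic process 58 (29.8 expected, adjusted p = 8.79e-05) and the carbohydrate metabolic process 31 (14.6 expected, adjusted p = 0.00364). In one-sided Fisher's exact tests, the carbohydrate metabolic process was not enriched on day 1 (28 DEGs, 17.0 expected, adjusted p = 0.171), and transmembrane transport was not enriched on day 7 (30 DEGs, 18.1 expected, adjusted p = 0.119), although it was with the ratio of mean FPKM (adjusted p = 0.0313). With genes called by adjusted p, neither the metabolic process (adjusted p = 0.568) nor the carbohydrate metabolic process (adjusted p = 1) was enriched on day 7 in the exact test. Whether the enrichment itself differed between the days was not tested.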

On the 1st and 7th days, the “metal ion binding” (GO:0046872, *n* = 92), the “oxidoreductase activity” (GO:0016491, *n* = 82), as well as the “hydrolase activity” (GO:0016787, *n* = 57) represented the top three most significantly enriched GO terms in Molecular Function category.

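Among the molecular functions, oxidoreductase activity held 87 DEGs on day 1 (42.0 expected, adjusted p = 1.20e-08 in the one-sided Fisher's exact test) and 72 on day 7 (35.0 expected, adjusted p = 7.81e-07). Metal ion binding held 88 on day 1 (60.8 expected, adjusted exact p = 0.0165) and 81 on day 7 (50.9 expected, adjusted p = 0.00141). For metal ion binding the exact test on day 1 gave an adjusted p of 0.0505 with the ratio of mean FPKM and 0.0819 with Ballgown's own fold change (chosen after seeing the values), and with genes called by adjusted p it was not enriched on either day (adjusted p = 1). Hydrolase activity held 62 and 57 DEGs, where 46.1 and 39.3 were expected, and was not enriched after adjustment on either day (adjusted exact p = 0.213 and 0.0848). Its unadjusted p in the exact test was 0.00887 on day 1 and 0.00256 on day 7.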

The DEGs were mapped to 10 GO terms (on both days) from the biological process category (Fig. 8a). The most abundant DEGs were classified as being associated with oxidation-reduction processes (55 up- and 29 downregulated genes), followed by metabolic processes (42 up- and 7 downregulated genes) and transmembrane transport (17 up- and 19 downregulated genes) on day 1. 

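On day 1, 72 DEGs of the oxidation-reduction process were upregulated and 31 downregulated. The split was 48 and 8 in the metabolic process and 22 and 18 in transmembrane transport.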

Only 141 upregulated genes were enriched on day 7, resulting in a nearly 0.5-fold decrease compared with the value after 1 day of salt stress. Additionally, there was a sharp increase in the expression of genes related to metabolic processes on day 1. Moreover, most of the DEGs were enriched in oxidation-reduction or metabolic processes, and there were more upregulated genes than downregulated genes on both days. However, the regulation of the carbohydrate metabolic process was more enriched among the downregulated DEGs than the upregulated DEGs on day 7. These findings indicate that salt stress can severely affect the metabolism and oxidation-reduction process in plants.

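On day 7, 53 DEGs of the oxidation-reduction process were upregulated and 29 downregulated, and 34 of the metabolic process were upregulated and 24 downregulated.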

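In the carbohydrate metabolic process, 12 of the day 7 DEGs were upregulated and 19 downregulated, against 22 and 6 on day 1. With median ratio scaling the day 7 split was 9 and 19, but with the ratio of mean FPKM it was even, at 24 and 24.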

**Fig. 8:**
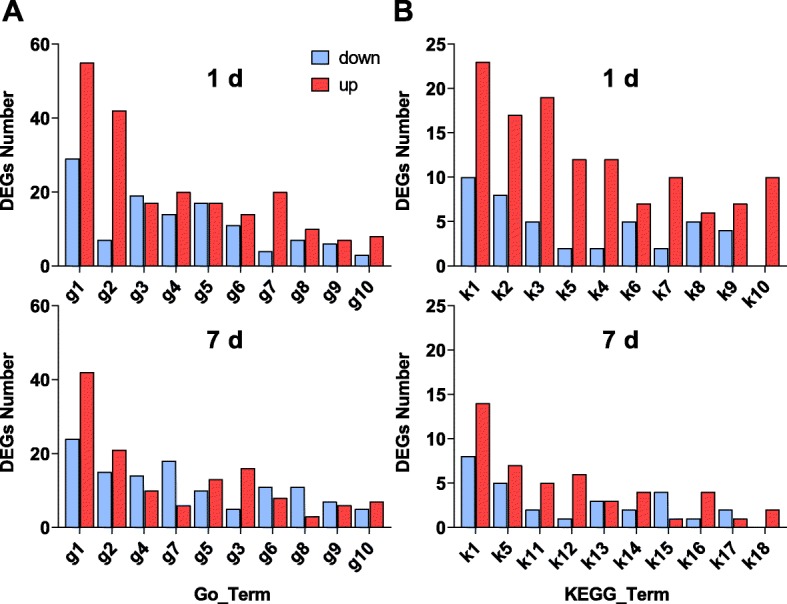
**a** Plots of the top 10 Gene Ontology (GO) terms from the biological process category of genes, **b** plots of the top 10 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (S_1 vs CK_1 and S_7 vs CK_7). g1, Oxidation-reduction process; g2, Metabolic process; g3, Transmembrane transport; g4, Regulation of transcription, DNA-templated; g5, Transport; g6, Transcription, DNA-templated; g7, Carbohydrate metabolic process; g8, Protein phosphorylation; g9, Response to oxidative stress; g10, Proteolysis; k1, Phenylpropanoid biosynthesis; k2, Carbon metabolism; k3, Biosynthesis of amino acids; k5, Starch and sucrose metabolism; k4, Glycolysis/Gluconeogenesis; k6, Carbon fixation in photosynthetic organisms; k7, Cysteine and methionine metabolism; k8, beta-Alanine metabolism; k9, Glycine, serine and threonine metabolism; k10, Fatty acid metabolism; k11, alpha-Linolenic acid metabolism; k12, Arginine and proline metabolism; k13, Carotenoid biosynthesis; k14, Valine, leucine and isoleucine degradation; k15, Nitrogen metabolism; k16, Alanine, aspartate and glutamate metabolism; k17, Nicotinate and nicotinamide metabolism; k18, Tyrosine metabolism

We further identified KEGG Orthology terms (*P* value < 0.05) (Table S5). In total, 273 and 78 DEGs were located in 28 and 13 KEGG pathways on day 1 and 7, respectively. 

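KEGG pathways were tested with the one-sided Fisher's exact test, over the background genes that carry a pathway. Phenylpropanoid biosynthesis held 41 DEGs of 118 genes (11.0 expected, adjusted exact p = 8.56e-13), the smallest adjusted p of the 127 pathways. Carbon metabolism held 27 of 185 (17.3 expected, adjusted exact p = 0.0944) and the biosynthesis of amino acids 26 of 171 (16.0 expected, adjusted p = 0.0769), so that neither was enriched after adjustment. Glycolysis and gluconeogenesis, which carbon metabolism overlaps, held 19 of 91 (8.49 expected, adjusted exact p = 0.00975).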

Metabolic pathways including phenylpropanoid biosynthesis (33 genes), carbon metabolism (25 genes) and amino acid biosynthesis (24 genes) in sugar beet were influenced drastically by salt treatment on day 1. 

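On day 7, phenylpropanoid biosynthesis held 31 DEGs of 129 genes (9.66 expected, adjusted p = 2.35e-07 in the one-sided Fisher's exact test), but with genes called by adjusted p it was not enriched in that exact test (adjusted p = 0.247). Starch and sucrose metabolism held 14 of 95 (7.11 expected, adjusted exact p = 0.158), and alpha-linolenic acid metabolism held 6 of 25 (1.87 expected, adjusted p = 0.156). These were not enriched after adjustment, although their unadjusted p in the exact test was 0.0101 and 0.00874. Plant hormone signal transduction held 20 of 128 (9.58 expected, adjusted exact p = 0.0338). It was not enriched with genes called by adjusted p, where 0 of 125 KEGG pathways were enriched on day 7.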

On day 7, the main metabolic pathways significantly affected by salt stress included phenylpropane biosynthesis (22 genes), starch and sucrose metabolism (12 genes) and alpha-linolenic acid metabolism (8 genes).

Figure 8a shows the top 10 pathways with significant differences (*P* value < 0.05). The number of genes associated with the KEGG pathways was lower on day 7 than on day 1. 

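Of the genes that carry a KEGG pathway, 307 of 3291 background genes were DEGs on day 1 and 248 of 3312 on day 7. The number of pathways enriched at an adjusted p under 0.05 was 9 on day 1 and 4 on day 7. For the genes, the order of the days depended on the threshold: when called by limma adjusted p, 51 genes with a pathway were DEGs on day 1 and 72 on day 7. For the pathways the order stayed the same at that threshold, with 2 enriched on day 1 and 0 on day 7.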

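On day 1, upregulated DEGs outnumbered downregulated ones in carbon metabolism (19 and 8), the biosynthesis of amino acids (20 and 6) and starch and sucrose metabolism (13 and 2), and all 6 DEGs of alpha-linolenic acid metabolism were upregulated. On day 7 the splits were 12 and 1, 9 and 2, 9 and 5, and 3 and 3.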

The pathways contained more upregulated DEGs than downregulated DEGs under salt stress, especially on day 1. 

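In phenylpropanoid biosynthesis, 30 DEGs were upregulated and 11 downregulated on day 1, and 23 were upregulated and 8 downregulated on day 7. Median ratio scaling gave 16 upregulated genes on day 7.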

A total of 33 unigenes (23 upregulated, 10 downregulated) that mapped to phenylpropanoid biosynthesis were affected on day 1, and 22 unigenes (14 upregulated, 8 downregulated) were affected on day 7 in response to salt stress. These changes were followed by changes in genes related to carbohydrate metabolism, starch and sucrose metabolism and AA biosynthesis, which were also affected at both stages of salt stress. The biological functions of the unigenes annotated in the metabolism category consist of the catalysis of metabolic processes or generation of energy for primary and secondary metabolite production under salt stress. The number of genes associated with the KEGG pathways decreased on day 7 compared with day 1.

### Gene expression in response to salinity

On the basis of criteria that included a fold change greater than 2 and a significance (*P* value) greater than 0.05 determined via t tests, we selected highly DEGs (Table S6). These genes could be classified into five major types on the basis of their differential responses to salt treatment after 1 day and 7 days. Type I (high expression only on day 1) included 12 DEGs whose expression significantly increased in the roots in response to salt stress on day 1 but whose expression was not significantly different on day 7. 

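The 12 type I genes of Table S6 all met the criteria on day 1, and in each the 3 salt libraries lay above the 3 CK libraries, which is nearly fixed by their selection as upregulated genes (chance gives 10% for separation in either direction). The limma adjusted p was under 0.05 over all tested genes in 6 of them. Adjusted over this list alone it was under 0.05 in all 12, which shows no stability because the list is the paper's own selection from these data. A salt effect that differed between the days at an adjusted p under 0.05 was found in 2 of the 12. The list rests in part on values listed at 0, as 7 of the 12 genes were listed at 0 in some libraries and reached 20 FPKM in others. The epidermis-specific secreted glycoprotein gene LOC104891394 had FPKM values of 74.8, 82.7 and 154 in S_1 and was listed at 0 in all 9 other libraries, and its salt effect differed between the days (limma adjusted p = 1.01e-04). The transmembrane 9 superfamily gene LOC104901829 had values of 54.4, 64.5 and 60.1 in S_1 and was listed at 0 in all 3 CK_1 libraries. On day 7 it was listed at 0, 78.2 and 0 under CK and 0, 83.2 and 76.3 under salt, so that values near those of S_1 and zeros occurred within the same group.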

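The ethylene-responsive transcription factor 2 gene (LOC104892796) had FPKM values of 396, 211 and 135 in the 3 S_1 libraries and was listed at 0 in the 3 CK_1 libraries, for which no fold change is given (limma adjusted p = 0.00361 on day 1). On day 7 its values were 136, 119 and 0 under CK and 178, 134 and 167 under salt (limma adjusted p = 0.543). The ethylene-responsive transcription factor 4 gene (LOC104900638) was listed at 0 in all CK_7 libraries and had values of 136, 36.6 and 34.3 in S_7 (limma adjusted p = 0.0190), whereas on day 1 zeros occurred under both treatments, with 23.3, 18.3 and 0 in CK_1 and 0, 0 and 26.6 in S_1. In the ethylene-responsive transcription factor 3 gene (LOC104891730) the zeros fell on CK_1 and S_7, and the other groups had values of 118, 139.9 and 138 (S_1) and 144, 159 and 153 (CK_7).

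**Figure D1:**
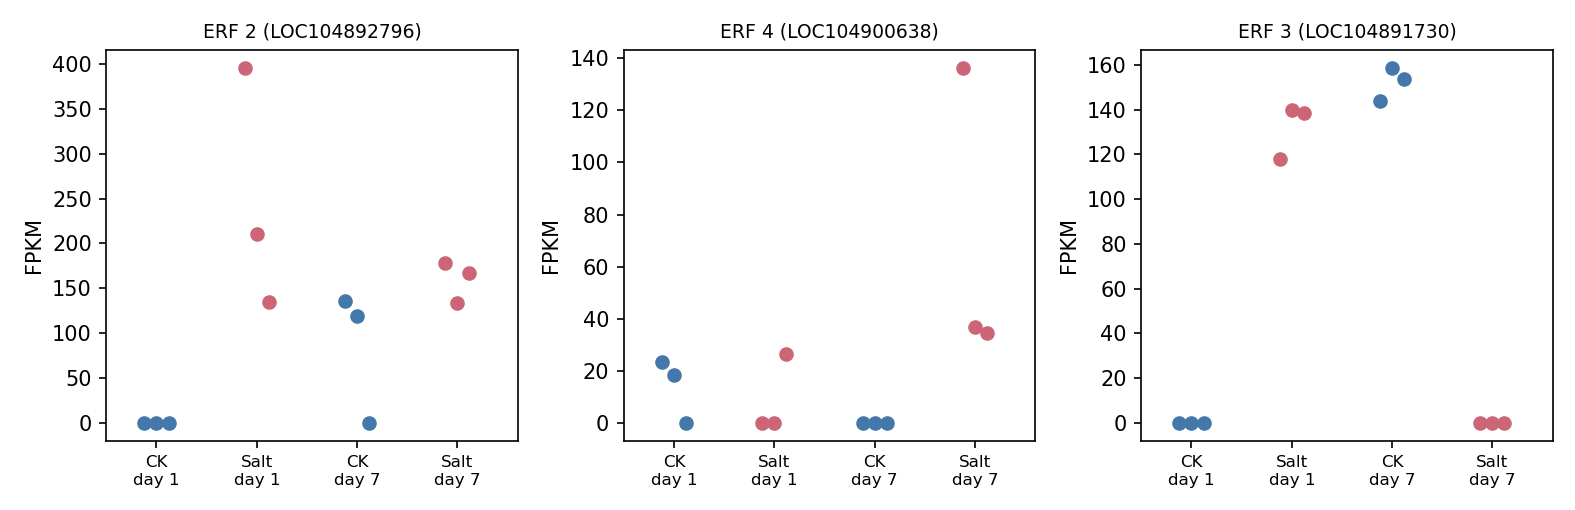
FPKM of 3 ethylene-responsive transcription factor (ERF) genes in each of the 12 root libraries, with 1 point per library, blue for CK and red for salt, on a linear axis. No mean is drawn because several libraries list the gene at 0, among them all 3 CK_1 libraries for ERF 2, all 3 CK_7 libraries for ERF 4, and all CK_1 and S_7 libraries for ERF 3.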

Of the type I genes, the expression of ethylene-responsive transcription factor 2 (LOC104892796) increased most dramatically (> 221-fold) on day 1. 

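All 12 type II genes of Table S6 met the criteria on day 7, and 10 had a limma adjusted p under 0.05 over all tested genes (12 when adjusted over this list alone, which is the paper's own selection). The interaction of salt and day had an adjusted p under 0.05 in 0 of the 12, and an unadjusted P under 0.05 in 7. In 11 of the 12 genes all S_7 libraries lay above all CK_7 libraries, in a list selected as upregulated (chance gives 10% for separation in either direction). Of the 12 genes, 8 were listed at 0 in some libraries and reached 20 FPKM in others.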

Type II (high expression only on day 7) included 12 DEGs whose expression significantly increased in the roots in response to salt stress only on day 1. 

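The protein P21-like gene (LOC104892315) was listed at 0 in all 3 CK_7 libraries and had FPKM values of 76.3, 83.8 and 149.7 in S_7 (limma adjusted p = 0.00162). On day 1 it had values of 24.4, 33.5 and 27.2 in CK_1 and 0, 79.8 and 42.7 in S_1 (limma adjusted p = 0.823), so that 1 S_1 library was also listed at 0. The interaction of salt and day had a limma adjusted p of 0.0808 for this gene.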

Of these type II genes, the expression of protein P21-like (LOC104892315) increased most dramatically (96-fold), and the expression of ethylene-responsive transcription factor 4 (LOC104900638) increased by > 45-fold on day 7.

Type III (high expression on both days 1 and 7) included 104 DEGs whose expression significantly increased in the roots in response to salt on both day 1 and day 7. 

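Of the 104 type III genes, 99 met the criteria for an upregulated DEG on day 1 and 98 on day 7, and all 104 changed in the paper's direction on both days. The limma adjusted p over all tested genes was under 0.05 in 26 on day 1 and in 52 on day 7. Adjusted over this list alone, which the paper selected from the same data, the numbers were 101 and 102. In 100 genes on day 1 and 102 on day 7, all 3 salt libraries lay above all 3 CK libraries, again in genes selected as upregulated (chance gives 10% for separation in either direction). Of the 104 genes, 3 were listed at 0 in some libraries and reached 20 FPKM in others.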

We found that three of the common highly DEGs encoded a late embryogenesis abundant (LEA) protein. 

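Among the 3 late embryogenesis abundant (LEA) genes, LOC104889201 had an FPKM on day 1 of 9.23 ± 3.73 (SD, n = 3) under CK and 544 ± 219 under salt, a log2 fold change of 5.72 (standard error 0.44, limma adjusted p = 0.0165). On day 7 the log2 fold change was 4.10 (limma adjusted p = 0.0332). LOC104904610 rose from 17.2 ± 7.53 to 971 ± 441 on day 1 (log2 fold change 5.70, limma adjusted p = 0.0253). On day 7 its 3 salt libraries had FPKM values of 12.3, 73.1 and 17.0 against 5.50, 2.41 and 5.51 under CK, a log2 fold change of 2.31 (standard error 0.70) that met the criteria at an unadjusted P but had a limma adjusted p of 0.173. LOC104894509 rose from 0.168 ± 0.0632 to 10.9 ± 4.18 on day 1 (log2 fold change 3.29, limma adjusted p = 0.0284) and had a log2 fold change of 2.31 on day 7 (adjusted p = 0.0232). The effect was smaller on day 7 than on day 1 in each of the 3 genes, but the interaction of salt and day did not reach an adjusted p under 0.05 in any of them (0.330, 0.121 and 0.276).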

Interestingly, three genes were associated with enhanced cation toxicity and osmotic stress tolerance in the sugar beet seedlings. 

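The expansin-like B1 genes LOC104908292, LOC104892825 and LOC104892824 had log2 fold changes of 3.50, 3.02 and 2.60 on day 1 (limma adjusted p = 0.107, 0.0383 and 0.0419) and of 2.33, 1.32 and 1.77 on day 7 (adjusted p = 0.0316, 0.0548 and 0.0618). The first of them was the most variable between replicates, with FPKM values of 7.87, 1.29 and 8.49 in CK_1 and 29.3, 98.1 and 92.7 in S_1. Of the cytochrome genes in this list, the cytochrome b5 gene LOC104899505 had a log2 fold change of 1.47 on day 1 (limma adjusted p = 0.131) and 1.05 on day 7 (adjusted p = 0.0858), and with median ratio scaling the day 7 value was 0.97, under the criterion. The cytochrome P450 gene LOC104895333 had a log2 fold change of 1.34 (standard error 0.52) on day 1, at an unadjusted P of 0.0430 and a limma adjusted p of 0.300. The CK_1 libraries had FPKM values of 1.01, 4.97 and 0.922 and the S_1 libraries 6.23, 4.41 and 8.54, so that the groups overlapped. On day 7 its log2 fold change was 1.31 (limma adjusted p = 0.0380). The values of such gene family members are uncertain where reads also match close copies.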

We also found that expansin-like B1 was governed by three genes and two genes encoding cytochrome on days 1 and 7, respectively. However, 32 genes lacked functional annotation. In total, there were 38 enzyme-encoding genes in this list, including one gene encoding 2-hydroxyflavanone dehydratase, one gene encoding one cationic POD, two genes encoding protein phosphatase, one gene encoding ureide permease 2, one gene encoding GDSL esterase/lipase (At5g55050), one gene encoding alpha-1,4-glucan-protein synthase and two genes encoding protein phosphatase*.* Additionally, one gene was annotated as spermine synthase. 

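Ureide permeases carry allantoin across membranes. The ureide permease 2 gene of Table S6 (LOC104906177) had an FPKM of 0.577 ± 0.0644 (SD, n = 3) in CK_1 and 19.4 ± 4.91 in S_1, a log2 fold change of 3.67 (standard error 0.25, limma adjusted p = 0.0147). In CK_7 and S_7 it was 1.42 ± 0.346 and 20.2 ± 1.62, a log2 fold change of 3.14 (standard error 0.16, limma adjusted p = 0.00297). The 3 salt libraries lay above the 3 CK libraries on both days, and with each library left out in turn the log2 fold change stayed between 3.55 and 3.88 on day 1 and between 3.02 and 3.22 on day 7.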

Other genes were also identified, including one gene encoding polygalacturonase, one gene encoding auxin-responsive protein IAA29, one gene encoding dirigent protein 21 and one gene encoding chloroplastic choline monooxygenase.

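Choline monooxygenase catalyses the first step from choline to betaine. The FPKM of its gene (LOC104897072) was 91.0 ± 11.5 (SD, n = 3) in CK_1 and 459 ± 51.3 in S_1, a log2 fold change of 2.32 (standard error 0.22, limma adjusted p = 0.0271). On day 7 it was 38.2 ± 12.3 under CK and 285 ± 54.9 under salt, a log2 fold change of 2.91 (standard error 0.30, limma adjusted p = 0.0215). The effect did not differ detectably between the days (limma adjusted p of the interaction = 0.512).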

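All 25 type IV genes of Table S6 met the criteria on day 1 and 23 did so on day 7, and the interaction of salt and day had a limma adjusted p under 0.05 in 24 of them. Between day 1 and day 7, the controls rose in all 25 (median change 3.58 on the log2 scale), and the salt-treated roots fell in 23 (median change -1.18). The change was larger in the controls than in the salt-treated roots in 24 of the 25, and in 21 with median ratio scaling. These genes were selected for a change of direction, which favours opposite movements of controls and salt-treated roots. A larger change in the controls is then the same as a change of the mean of both, and does not single out the controls. The peroxidase 11 gene (LOC104896291) had an FPKM of 2.19 ± 0.732 (SD, n = 3) in CK_1, 69.3 ± 54.1 in S_1, 67.5 ± 12.8 in CK_7 and 24.8 ± 7.30 in S_7. Its log2 fold change was 4.23 on day 1 (limma adjusted p = 0.0446) and -1.43 on day 7 (adjusted p = 0.0634). The peroxidase 20 gene (LOC104892966) went from 0.788 ± 0.594 in CK_1 to 37.5 ± 5.38 in CK_7 and from 30.7 ± 22.3 in S_1 to 7.81 ± 3.99 in S_7, and its log2 fold change from 3.97 (limma adjusted p = 0.0488) to -2.21 (adjusted p = 0.0479). For the BAG family molecular chaperone regulator 6 gene (LOC104886797) the log2 fold change was 1.29 on day 1 (limma adjusted p = 0.122) and -1.29 on day 7 (adjusted p = 0.0300). The ethylene-responsive transcription factor 3 gene of this type was listed at 0 in every CK_1 and S_7 library.

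**Figure D2:**
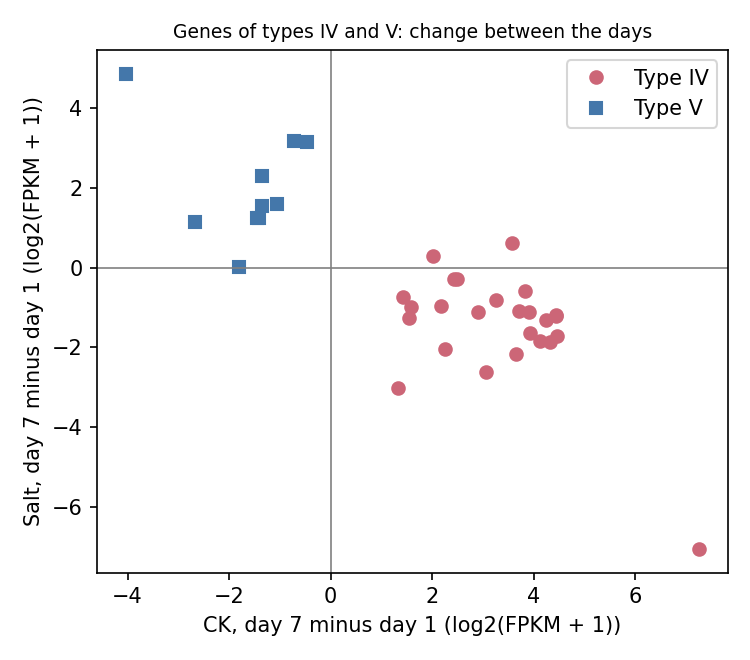
Change from day 1 to day 7 in the controls (horizontal axis) and in the salt-treated roots (vertical axis), both as the difference of mean log2(FPKM + 1), with 1 point per gene for the 25 type IV genes (red circles) and the 10 type V genes (blue squares) of Table S6. The type IV genes lie at positive control changes, and the type V genes at negative ones. Both types were selected for a change of direction between the days, which favours this arrangement.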

Type IV included 25 DEGs whose expression increased significantly in the roots in response to salt stress on day 1 but whose expression decreased on day 7, including one gene encoding the ethylene-responsive transcription factor 3, one gene encoding POD 11, one gene encoding POD 20, one gene encoding GDSL esterase/lipase and one gene encoding the BAG family molecular chaperone regulator 6. 

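Of the 10 type V genes, 9 met the criteria on each day, and 8 had a limma adjusted p under 0.05 for the interaction of salt and day. Between the days the controls fell and the salt-treated roots rose in all 10, and the controls changed more in 4 of them. With median ratio scaling, the salt-treated roots rose in 9. Type V was also selected for a change of direction, which favours such opposite movements. The locus of the auxin-binding protein ABP19a joins 4 neighbouring genes (LOC104887790 to LOC104887793) in the authors' assembly. Its FPKM was 203 ± 31.1 (SD, n = 3) in CK_1 and 65.7 ± 17.1 in S_1, a log2 fold change of -1.64 (limma adjusted p = 0.0654). On day 7 it was 98.4 ± 25.5 in CK_7 and 195 ± 18.3 in S_7, a log2 fold change of 1.01 (limma adjusted p = 0.103) that fell to 0.94 with median ratio scaling. The ERF107 gene (LOC104890277) had FPKM values of 74.1, 0 and 57.7 in CK_1 and was listed at 0 in all 3 S_1 libraries, at an unadjusted P of 0.0549. It was also listed at 0 in the 3 CK_7 libraries and had values of 14.3, 39.0 and 39.1 in S_7 (limma adjusted p = 0.0150).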

Type V included 10 DEGs whose expression decreased significantly in the roots in response to salt stress on day 1 but whose expression increased on day 7, including one gene encoding the ethylene-responsive transcription factor ERF107 and one gene encoding the auxin-binding protein ABP19a.

### Integrative analysis of gene expression and metabolic changes under salt stress conditions

We identified a relationship of major gene expression with the metabolic product levels. Table S7 lists these metabolites, related genes, as well as the major metabolic pathways. According to our results, salt stress had significant influence on these pathways. Those primary pathways involved in TCA cycle, glycolysis, metabolism of the aspartate family and glutamate biosynthesis are presented in the metabolism overview. As shown in Fig. 9, the expression of 10 genes encoding glycolysis enzymes, such as phosphoglucomutase [EC 5.4.2.2], enolase [EC 4.2.1.11] and pyruvate decarboxylase [EC 4.1.1.1], was upregulated in the plants under salt stress conditions for 1 day compared with the plants under the CK conditions. 

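Table S7 lists 14 glycolysis genes as changed on day 1, and from the FPKM values 12 of them met the criteria for an upregulated and 2 for a downregulated DEG. The limma adjusted p over all tested genes was under 0.05 in 3 of the 14, and the 12 increases ranged from 1.02 to 3.46 on the log2 scale. The FPKM of the phosphoglucomutase gene (LOC104896820) was 19.5 ± 7.30 (SD, n = 3) in CK_1 and 42.3 ± 8.60 in S_1, a log2 fold change of 1.12 (standard error 0.30, limma adjusted p = 0.170) that fell to 0.88 when 1 CK_1 library was left out. The enolase gene (LOC104898495) rose from 118 ± 33.5 to 265 ± 60.3 (log2 fold change 1.18, standard error 0.31, limma adjusted p = 0.160). For the pyruvate decarboxylase gene (LOC104892526) the S_1 libraries had values of 50.6, 64.6 and 206 against 8.83, 7.51 and 11.5 in CK_1 (log2 fold change 3.13, standard error 0.54, limma adjusted p = 0.0774). The alcohol dehydrogenase gene LOC104895143 had the largest log2 fold change of the 12 on the log2(FPKM + 1) scale, 3.46 (limma adjusted p = 0.0937). By the ratio of mean FPKM, the pyruvate decarboxylase gene was slightly higher than it (3.53 against 3.51). On day 7, none of these 4 genes met the criteria, with log2 fold changes of -0.20, 0.31, 0.59 and 0.10.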

In the TCA cycle, the expression of the gene encoding the citrate cleavage enzyme [EC 2.3.3.8] was upregulated after day 1 of stress. Furthermore, the glycolysis and sucrose metabolic pathways become enhanced, the sucrose content decreases, and a large amount of OAs and AAs such as cis-aconitate, L-malic acid, succinate, alpha-ketoglutarate, L-asparagine, and L-glutamine are produced.

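The citrate cleavage enzyme is ATP-citrate synthase, and the FPKM of its gene LOC104888451 was 12.2 ± 3.71 (SD, n = 3) in CK_1 and 34.4 ± 8.75 in S_1, a log2 fold change of 1.43 (standard error 0.29, limma adjusted p = 0.102). All 3 S_1 libraries lay above all 3 CK_1 libraries. On day 7 the FPKM was 92.1 ± 7.91 under CK and 91.7 ± 17.1 under salt, which did not differ beyond the spread between replicates (log2 fold change -0.02, standard error 0.18).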

**Fig. 9:**
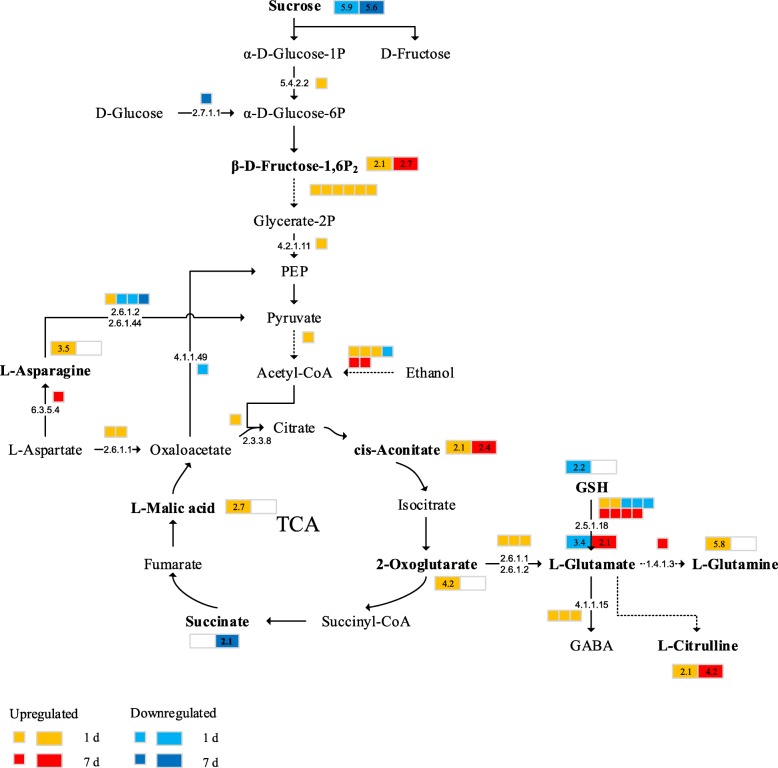
Pathway analysis of sugar beet under salt stress. The proposed metabolic pathways are based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database of metabolic pathways. The metabolites, written in bold, were detected in this study. Omitted metabolic processes are represented by dashed lines. The small icons represent the genes, while the large icons represent the metabolites. The orange and red colors indicate upregulated expression on days 1 and 7, while the light blue and dark blue colors indicates downregulated expression on days 1 and 7, respectively

These changes in the expression of these glycolysis genes may have increased the contents of cis-aconitate, 2-oxoglutarate and L-malic acid by 2.1-, 4.2- and 2.7-fold, respectively, after 1 day of salt stress. Compared with that in the plants under the CK conditions, the cis-aconitate content in the plants under salt stress conditions increased 2.4-fold on day 7. 

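The aspartate aminotransferase gene LOC104902228 had an FPKM of 15.9 ± 3.33 (SD, n = 3) in CK_1 and 67.1 ± 28.9 in S_1, a log2 fold change of 1.94 (standard error 0.34, limma adjusted p = 0.0785). A further gene of this activity, the bifunctional aspartate aminotransferase gene LOC104908254, rose from 33.9 ± 6.42 to 104 ± 45.2 (log2 fold change 1.52, standard error 0.34, limma adjusted p = 0.123). The alanine aminotransferase gene LOC104899678 rose from 38.1 ± 13.2 to 74.8 ± 22.6, and its log2 fold change of 0.97 (standard error 0.35, limma unadjusted P of 0.0321, adjusted p = 0.266) was just under the criterion for a DEG. On day 7 the log2 fold changes of the 3 genes were 0.18, 0.60 and 0.46.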

The expression of the genes encoding aspartate aminotransferase [EC 2.6.1.2] and alanine transaminase [EC 2.6.1.1] was upregulated, causing 2-oxoglutarate to generate L-glutamate, after 1 day of salt stress, whereas the contents of L-glutamate and GSH decreased. 

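Of the glutamate decarboxylase genes, LOC104904013 had an FPKM of 14.4 ± 5.67 (SD, n = 3) in CK_1 and 38.6 ± 7.79 in S_1, a log2 fold change of 1.41 (standard error 0.31, limma adjusted p = 0.117). LOC104901386 had values of 38.7, 11.6 and 37.9 in CK_1 and 83.0, 55.5 and 72.9 in S_1 (log2 fold change 1.39, standard error 0.49, limma adjusted p = 0.259), and with median ratio scaling its unadjusted P was no longer under 0.05. LOC104895295 had values of 22.0, 5.03 and 17.3 in CK_1 and 18.1, 49.9 and 51.7 in S_1, so that the groups overlapped. Its log2 fold change of 1.44 (standard error 0.65) had an unadjusted P of 0.0678 and a limma adjusted p of 0.357.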

At the same time, the expression of three genes encoding glutamate decarboxylase [EC 4.1.1.15] was upregulated, and the downstream products of L-glutamine and citrulline were more abundant, resulting in glutamate shortage under stress. The regulation of glycolysis and the TCA cycle indicates that the changes in the abundance of ATP probably occurred at the early stage of salt stress. These ATP molecules in turn provide energy for other physiological functions.

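For the genes of sucrose metabolism in Table S7, 9 of 10 met the criteria for an upregulated DEG and 1 for a downregulated DEG on day 1, at limma adjusted p-values from 0.0508 to 0.193. On day 7, 4 of 7 met them as upregulated and 2 as downregulated, and 3 had an adjusted p under 0.05. The sucrose synthase gene (LOC104901675) had an FPKM of 284 ± 71.0 (SD, n = 3) in CK_1 and 697 ± 178 in S_1, a log2 fold change of 1.29 (standard error 0.38, limma adjusted p = 0.193). The sucrose-phosphate synthase gene (LOC104909043) rose from 1.84 ± 0.549 to 8.07 ± 1.04 on day 1 (log2 fold change 1.69, limma adjusted p = 0.0508) and had a log2 fold change of 0.32 on day 7, a difference between the days with an adjusted p of 0.0177.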

The expression of most genes associated with sucrose metabolism was upregulated under salt stress (Fig. 10a), including the gene encoding sucrose synthase (SS [EC 2.4.1.13]). However, sucrose was lower in the plants under salt stress than in plants under the CK conditions. The expression of the invertase (INV [EC 3.2.1.26]) gene and the beta-glucosidase gene was upregulated under salt stress, which might be responsible for the observed increase in soluble sugar. These changes in the expression of key genes could alter sucrose metabolism in plants. 

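The gene that Table S7 lists as invertase (LOC104901010) is described in the annotation of the table as fructan 6-exohydrolase-like. Its FPKM was 4.84 ± 1.62 (SD, n = 3) in CK_1 and 13.6 ± 2.62 in S_1, a log2 fold change of 1.34 (standard error 0.27, limma adjusted p = 0.0984). On day 7 it was 6.65 ± 1.68 under CK and 20.5 ± 3.33 under salt, and with each library left out in turn the log2 fold change stayed between 1.32 and 1.64 (limma adjusted p = 0.0443 with all libraries). The beta-glucosidase genes of Table S7 changed in both directions, and more of them were upregulated than downregulated. LOC104907184 and LOC104891604 were upregulated on day 1, with log2 fold changes of 1.09 and 1.52 (limma adjusted p = 0.123 and 0.117). LOC104907107 was upregulated on day 7 (log2 fold change 1.08). LOC104898951 had log2 fold changes of 1.70 on day 1 (limma adjusted p = 0.0684) and 1.08 on day 7 (adjusted p = 0.0830), the latter 0.99 with median ratio scaling. LOC104893499 had log2 fold changes of 1.58 (limma adjusted p = 0.123) and 1.68 (adjusted p = 0.116). In LOC104899896 the log2 fold change was 2.34 on day 1 (limma adjusted p = 0.105) and -0.59 on day 7 (adjusted p = 0.289), and the salt effect differed between the days (adjusted p = 0.0396). LOC104897773 was downregulated on day 1 (log2 fold change -1.08, limma adjusted p = 0.0774), and LOC104895809 was downregulated on day 7 (log2 fold change -1.62, adjusted p = 0.0587).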

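Of the glutathione S-transferase genes that Table S7 lists for day 7, LOC104899212 had an FPKM of 21.4 ± 10.5 (SD, n = 3) in CK_7 and 119 ± 20.7 in S_7, a log2 fold change of 2.50 (standard error 0.35, limma adjusted p = 0.0417). On day 1 it was higher, with 158 ± 33.8 in CK_1 and 123 ± 17.6 in S_1 and a log2 fold change of -0.35 (limma adjusted p = 0.558), and the salt effect differed between the days (adjusted p = 0.0154). LOC104906825 had values of 22.7, 0.303 and 0.843 in CK_7 and 109, 145 and 56.7 in S_7, a log2 fold change of 4.66 whose standard error was 1.17 (limma adjusted p = 0.124). The locus that joins LOC104894064 and LOC104894065 had a log2 fold change of 1.58 (standard error 0.57, limma adjusted p = 0.231). LOC104894061 did not meet the criteria, with a log2 fold change of 0.66 (standard error 0.32) at an unadjusted P of 0.0901. Among the 37 background genes described as glutathione S-transferases, 6 were DEGs on day 7, 4 of them upregulated, where 2.64 were expected. The one-sided Fisher's exact test gave an adjusted p of 0.0565. It was 0.0458 with median ratio scaling, 0.109 with the replicate block and 0.517 with genes called by adjusted p.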

After 7 days of salt stress, glutathione S-transferase [EC 2.5.1.18] catalyzed the production of glutamate which led to the accumulation of more citrulline. 

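On day 7, the FPKM of the allantoinase gene (LOC104900715) was 6.23 ± 0.840 (SD, n = 3) under CK and 2.05 ± 0.454 under salt, a log2 fold change of -1.25 (standard error 0.19, limma adjusted p = 0.0499). All 3 S_7 libraries lay below all 3 CK_7 libraries.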

Interestingly, the content of allantoinase (ALN), which is involved in the purine metabolic pathway, was significantly downregulated, resulting in a large accumulation of allantoin on day 7 (Fig. 10b). Urea metabolism in sugar beet begins with the production of xanthosine from adenosine monophosphate (AMP) and guanosine monophosphate (GMP) by deamination, followed by the hydrolysis of xanthine and hypoxanthine by xanthine dehydrogenase (XDH [EC 1.17.1.4]). Purine xanthine is subsequently oxidized to urate by XDH. Uricase (uric acid oxidase, UO; EC 1.7.3.3) converts uric acid to 5-hydroxyisocyanate (5-HIU), and 5-HIU is metabolized to urine by the 2-oxo-4-hydroxy-4-carboxy-5-cyanosylurea-imidazoline (OHCU) intermediate. ALN [E.C. 5.5.2.5] subsequently catalyzes the breakdown of allantoin to allantoic acid. 

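The FPKM of the xanthine dehydrogenase gene (LOC104889971) on day 1 was 8.73 ± 1.62 (SD, n = 3) under CK and 29.8 ± 2.81 under salt, a log2 fold change of 1.67 (standard error 0.17, limma adjusted p = 0.0360). On day 7 it was 7.25 ± 0.578 under CK and 14.4 ± 2.58 under salt, and the log2 fold change of 0.89 (standard error 0.15, limma adjusted p = 0.0618) did not meet the criterion on fold change. The 3 salt libraries lay above the 3 CK libraries on both days.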

In this study, the expression of the gene encoding XDH increased, which led to the breakdown of xanthine to form urate. At the same time, the expression of the ALN gene was downregulated, inhibiting the breakdown of allantoin, which began to accumulate on the first day of stress. This suggests that the accumulation of allantoin may increase the adaptability of sugar beets to salt stress.

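On day 1, the allantoinase gene had an FPKM of 18.8 ± 5.78 (SD, n = 3) in CK_1 and 4.09 ± 1.91 in S_1, a log2 fold change of -1.99 (standard error 0.34, limma adjusted p = 0.0774). With each library left out in turn, the log2 fold change stayed between -2.27 and -1.74. The interaction of salt and day had a limma adjusted p of 0.444 for this gene and 0.127 for the xanthine dehydrogenase gene.

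**Figure D3:**
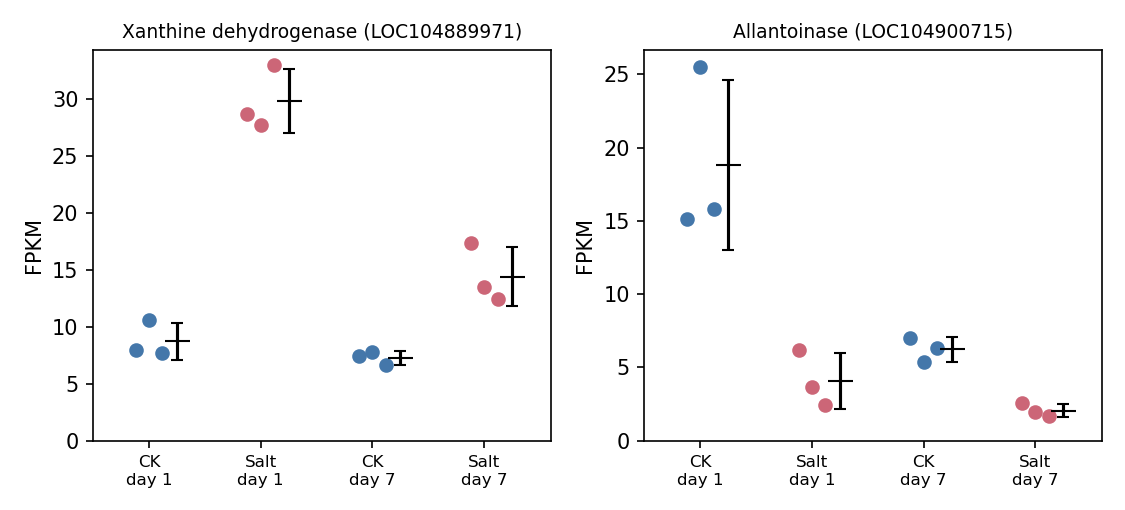
FPKM of the xanthine dehydrogenase and allantoinase genes in each of the 12 root libraries (points, blue for CK and red for salt), with the mean and SD of each group of 3 beside them, on a linear axis from 0. The salt libraries lie above the CK libraries of the same day for xanthine dehydrogenase and below them for allantoinase.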

**Fig. 10:**
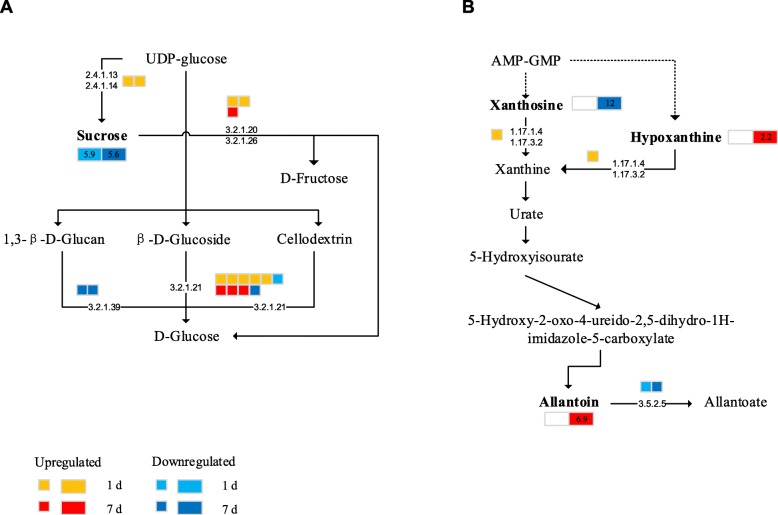
Altered expression of genes involved in (**a**) sucrose metabolism and (**b**) purine metabolism. The metabolites, written in bold, were detected in this study. Omitted metabolic processes are represented by dashed lines. The small icons represent the genes, while the large icons represent the metabolites. The orange and red colors indicate upregulated expression on days 1 and 7, while the light blue and dark blue colors indicate downregulated expression on days 1 and 7, respectively

We constructed a network diagram of the relevant genes and metabolites (Figs. 11 and 12). We first analyzed the correlations of all metabolites and genes on day 7 of salt stress (r > 0.5, *P* < 0.05). The results showed that the majority of genes were associated with only xanthosine and allantoin in the purine metabolic pathway. We subsequently performed a correlation analysis of the genes and metabolites in each pathway (r > 0.8, *P* < 0.001) (Fig. 12a and b). The results showed that the changes in sucrose and fructose-1,6-diphosphate were significantly correlated with several genes, but the related genes were different between the early and late stages. MSTRG.14270 (*allantoinase*) was the main gene involved in the salt stress response; this gene was significantly positively correlated with xanthine and significantly negatively correlated with allantoin and hypoxanthine in purine metabolism.

**Fig. 11:**
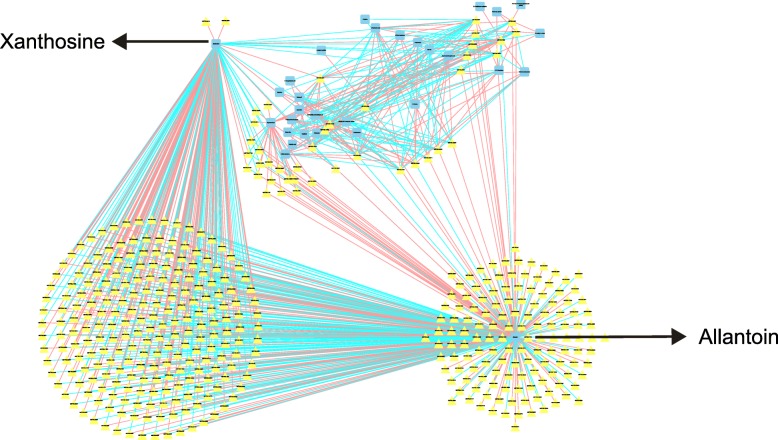
Pearson correlation analysis of differential genes and metabolites under all salt stress on day 7 (r > 0.5, *P* < 0.05). Squares represent metabolites, and triangles represent genes. The same type of metabolite or gene is marked with the same color. The connection between genes and metabolites represents a correlation between the two, with red representing a positive correlation and blue representing a negative correlation

**Fig. 12:**
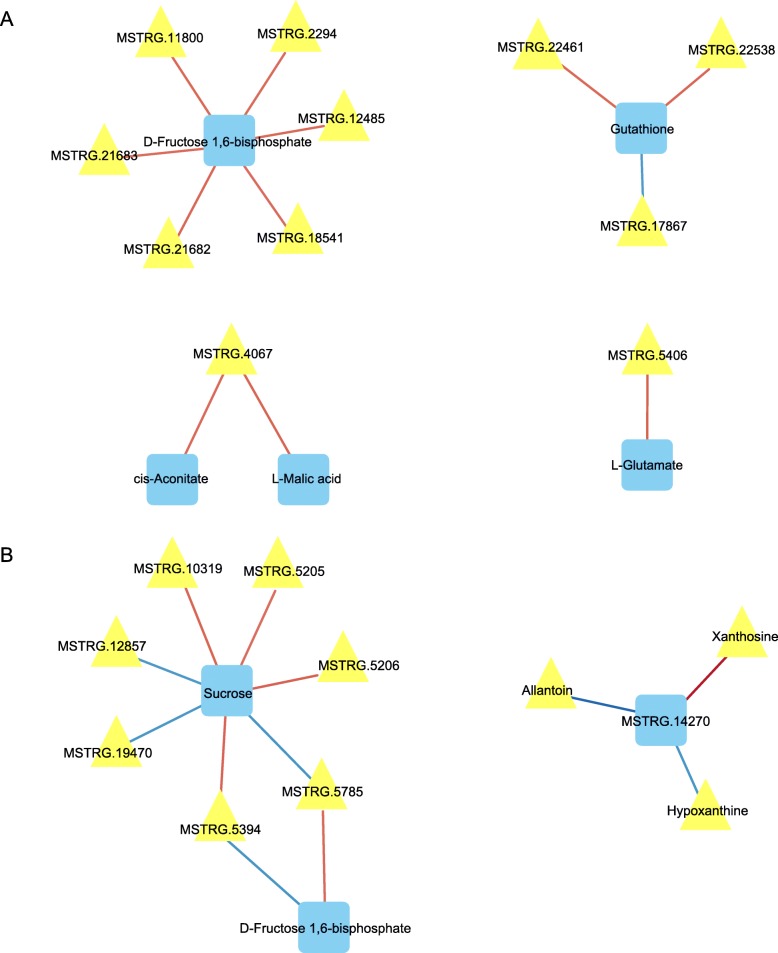
Association of the major genes of metabolic pathways and metabolites on day 1 (**a**) and day 7 (**b**). See Fig. 11 for more details

## Discussion

### Osmotic stress, ion toxicity and salt tolerance of roots

High salt concentrations reduce the water potential of an environment, leading to osmotic shock, and excess sodium ions inhibit cellular metabolic processes and produce secondary metabolites [26]. Moreover, most of the genes involved in redox processes are expressed in abundance. Our results also show that, under salt stress, multiple sugar beet genes encoding LEA (3) POD (2) proteins are upregulated. 

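Among the background genes described as LEA proteins, 3 of 8 were DEGs on day 1 and 3 of 7 on day 7, all upregulated. The one-sided Fisher's exact test gave an adjusted p of 0.0346 and 0.0170. With the replicate block, 2 of 7 were DEGs on day 7, and the LEA genes were then not enriched in the exact test (adjusted p = 0.0939). Of the background genes described as peroxidases, 21 of 63 were DEGs on day 1, where 5.31 were expected (adjusted exact p = 1.01e-07). Among these DEGs, 13 were upregulated and 8 downregulated. On day 7, 21 of 70 were DEGs, with 15 upregulated and 6 downregulated, where 4.99 were expected (adjusted exact p = 9.08e-08). With median ratio scaling, 14 peroxidase genes were upregulated and 9 downregulated on day 1, and 11 and 6 on day 7.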

LEA proteins are involved in dehydration tolerance, and they are often known for their late accumulation during seed development and their role as osmoprotectants, membrane stabilizers, antioxidants and chaperones to protect plants from abiotic stress [27, 28]. There is increasing evidence that LEA proteins play a role in a range of biological processes, including plant growth and development, morphogenesis and senescence [29–32]. Huang et al. [29] reported that LEA proteins can enhance the expression and enzyme activity of NADPH oxidase and of antioxidant defense enzymes such ascorbic acid peroxidase (APX), catalase (CAT) and superoxide dismutase (SOD) to alleviate oxidative damage in rice. Beet varieties with stronger salt tolerance have higher levels of protective enzyme activities (such as SOD and APX activities) [33].

Generally, ion toxicity associated with salt stress is mainly caused by Na^+^. An increase in the Na^+^ concentration in plants during salt stress has been confirmed [34, 35]. In the present study, the accumulation of Na^+^ in the roots increased significantly in the early stage of salt stress, and potassium showed the opposite result. Under salt stress, the K^+^ content increased with time, and the Na^+^/K^+^ ratio increased. High concentrations of Na^+^ can impair the ability of plants to accumulate essential nutrients [36], while K^+^ is required to maintain the stability and function of cell membranes and related enzymes. Maintaining sufficient K^+^ levels in plant tissues under salt stress depends on selective cell K^+^ and Na^+^ distribution [37]. Interestingly, although the amount of Na^+^ in young sugar beet roots increased, the increase in the Na^+^/K^+^ ratio compared to that of CK decreased at the later stage, which is likely responsible for the metabolite accumulation. Some studies have suggested that the metabolic regulation of osmotic pressure by the roots of Agrostis species can reduce Na^+^ toxicity and is the key to improving the salt tolerance of those species [38]. In addition, compared with wild-type plants, transgenic *Arabidopsis thaliana* plants under salt stress presented an increased AA accumulation and a reduced Na^+^/K^+^ ratio [39]. The salt tolerance of sugar beet is a complex trait that is determined by many physiological and metabolic pathways, including an increased content of compatible solutes [22]. Lv et al. believe that the most important factor for beet salt tolerance may be osmotic adjustment [40].

Our research attempts to reveal the self-protective mechanism of sugar beet in response to salt stress. After being subjected to salt stress, the plants exhibited significantly different adaptive responses to stress in the early and late stages of stress. On the basis of the morphological and physiological responses of sugar beet to salt stress, we carried out transcriptional and metabolomic studies and found significant alterations of the expression of key genes and the accumulation of metabolites involved in carbon and nitrogen metabolism in sugar beet under early (1 day) and long-term (7 days) salt stress.

### Flavonoids are correlated with salt stress

Using mass spectrometry, we found that flavonoids increased significantly under salt stress. Flavonoids are a major class of plant secondary metabolites that include strong antioxidants [41, 42], such as L-ascorbic acid (Asc), alpha-tocopherol (vitamin E) and apigenin. It is well known that intracellular flavonoids located in the plasma membrane, chloroplast, vacuole and nucleus are strongly induced by oxidative stress [43]. The expression of flavonoid pathway genes is closely related to the content of intracellular ROS. Indeed, our results indicated a three-fold increase in Asc content. In plants, Asc acts as a major redox buffer, a cofactor for enzymes, and a regulator of cell division and growth and participates in signal transduction [44, 45]. Khan et al. [46] reported that the properties of Asc and its various functions in plant growth and development are important for cell reduction, antioxidant capability, and regulation of various cellular mechanisms for defense against abiotic stress.

Apigenin 7-glucoside and luteolin have also been associated with stress in recent years. The study by Mostafa Hojati showed that chamomile (*Matricaria chamomilla* L.) is resistant to water stress, which is related to changes in apigenin-7-glucoside content [47]. The study have also shown that luteolin can regulate the accumulation of soluble substances in plants to resist salt stress and is related to nitrogen metabolism. In this experiment, a large amount of apigenin 7-glucoside accumulated in the early stage of stress, while luteolin accumulated in the late stage of stress, and the content of the plants under stress was 6 times that in the plants under the CK conditions. This indicates that the flavonoid metabolites produced by sugar beet might first respond to osmotic stress and then respond to ionic stress. Moreover, the KEGG annotation analysis revealed that the expression of a large number of genes related to phenylpropane biosynthesis is upregulated. Some studies have indicated that phenylpropane biosynthesis is related to flavonoid and lignin synthesis, which can improve the osmoregulatory effect of *Fraxinus mandshurica* [48]. Ma et al. reported similar conclusions with respect to buckwheat [49]. Therefore, the accumulation of Asc, apigenin-7-glucoside and luteolin may be involved in the salt response of plants.

### AAs are correlated with salt stress

When plants are subjected to salt stress, they can resist or alleviate the damage caused by the accumulation of small-molecule osmotic adjustment substances [50]. A previous study showed that the AA metabolism of barley is enhanced during salt stress, and the accumulation of small-molecule AAs helps to improve salt tolerance by improving osmotic regulation and by maintaining cell membrane stability [51]. Under 280 mmol/L NaCl treatment, the content of proline and free amino acids was higher in salt-tolerant variety T710MU than in salt-sensitive S710 [52]. Our experimental results show that the AA metabolism of sugar beet was significantly enhanced in the early stage of salt stress, resulting in significant accumulation of glutamine, asparagine, cysteine, citrulline and phenylalanine. Asparagine and cysteine, which are precursors of methionine and glutathione synthesis, can scavenge cytotoxins and protect protein SH groups from oxidation and ROS [53, 54]. Similarly, cysteine is a metabolic precursor of essential biomolecules such as vitamins, cofactors, antioxidants and many defense-related compounds [55]. In this study, the content of O-acetyl-L-serine also increased to some extent. The final step in the metabolism of cysteine is catalyzed by O-acetylserine (thiol) lyase (OASTL), which binds the reduced sulfur to O-acetylserine to produce cysteine; therefore, cysteine plays an important role in salt stress. Glutamate can be used to produce citrulline, proline and gamma-aminobutyric acid (GABA). Citrulline is reported to be a potent hydroxyl radical scavenger and a potent antioxidant that protects DNA and metabolic enzymes from oxidative damage [56–58]. Abiotic stress produces ROS, which induce the expression of anionic glutamate dehydrogenase (GDH) to form glutamate to synthesize proline in tobacco and grapevines [59]. This relationship may be the reason for the decrease in glutamate content at the beginning of stress.

Permeates, which support increased cell osmotic potential under salt stress, exist as many compounds, but their synthesis is not synchronized: glutamine, asparagine, cysteine and phenylalanine act at the onset of stress, while oxalate, betaine, allantoin and citrulline accumulate mainly in the late stage of stress. Other compatible solutes, such as sugars, appear to play only a minor role. In addition, these compatible compounds can be used to store nitrogen, and plants can use nitrogen when the osmotic pressure is reduced [60].

### OAs are correlated with salt stress

Consistent with changes in AAs in tissues, OAs (including cis-aconitic acid, 2-isopropylmalic acid, benzoic acid, alpha-ketoglutarate, and L-malic acid) increased in the roots at the beginning of salt stress. This pattern of variation may be related to the cation/anion disequilibrium degree, which accounts for a vital factor that determines the plant OA contents [61]. For plant that absorbs excessive cations in the roots, charge balance should be restored by more negative charges, which are offered via OA, including aconitate, citrate, malate and malonate [62, 63]. Therefore, the elevated OA levels detected within the roots could offset the charge imbalances [64]; alternatively, it might act as the solutions with metabolic activity to regulate osmotic pressure [65]. Our results showed that OAs play an important role on the first day of salt stress. Similar to that which occurred in the present study, Liu et al. [66] analyzed switchgrass under drought stress and found a large amount of AA and OA accumulation. Metabolomic analysis of buckwheat under salt stress also led to the same conclusion [49]. This suggests that plants may first rearrange OAs and AAs in response to salt stress [8].

### Sucrose metabolism is correlated with salt tolerance

In plants, sugars serve as metabolic resources and structural components of cells, and sugars also undergo osmotic adjustment under various stress conditions [67–69]. In our study, salt stress caused an increase in soluble sugar content, which is consistent with the results of the study by Wang et al. [22]. A previous study showed that exogenous glucose and sucrose contribute to the growth of triticale seedlings under salt stress [70]. In the present study, the carbon metabolism of sugar beet roots significantly increased in the early stage of stress, whereas the sucrose and lipid content decreased. Sucrose is the main source of carbon and energy for plant metabolism. Annunziata et al. [17] reported that the root system of durum wheat undergoes a rebalance of sucrose and nitrogen compounds in response to salt stress. SS [EC 2.4.1.13] and INV [EC 3.2.1.26] are considered key enzymes involved in sucrose metabolism. In this study, expression of the SS gene was upregulated after 1 day but did not change significantly after 7 days of salt treatment. However, the gene encoding INV was upregulated on both days. Moreover, the D-fructose-1 and 6P2 content increased under salt stress. These results indicate that sugar beet roots promote the decomposition of sucrose into other soluble sugars and enhance the activity of the TCA cycle under salt stress, satisfying the energy requirement for survival at the expense of slow growth, and this phenomenon becomes more obvious with increased duration of stress [71]. 

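On day 7, the sucrose synthase gene LOC104901675 had an FPKM of 415 ± 67.3 (SD, n = 3) under CK and 532 ± 146 under salt, a log2 fold change of 0.33 (standard error 0.32, limma adjusted p = 0.624). The salt effect on it was not shown to differ between the days (limma adjusted p of the interaction = 0.397).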

A previous study suggested that differences in tomato salt tolerance capability may be related to the ability to regulate both carbon allocation and sucrose metabolism [72]. The results of Mišić et al. provide strong evidence that the expression of cell wall INV in *Schenkia spicata* is regulated in a salt-dependent manner [73]. However, transcriptomic analysis of sea beet and cultivated beet showed that under acute salt stress, sugar metabolism, protein processing, transcriptional regulation, and signal transduction were unique to cultivated sugar beet [8]; thus, different beet varieties may require different treatment methods to relieve salt stress and different causes of such stress in different growth periods.

### Allantoin accumulation is related to salt tolerance

Comprehensive analyses of transcription and metabolism have revealed that allantoin is a very important metabolite. In the present study, betaine accumulation was 6.2 times greater in the plants at the end of salt stress than in the CK plants. Betaine is a well-known nitrogen-containing compound that enhances stress resistance and stabilizes both the quaternary structure of proteins and membranes against the adverse effects of drought, high salinity and extreme temperatures [74]. However, the accumulation of allantoin in the plants under salt stress was 6.9 times that of the plants under the CK conditions. Allantoin (5-ureidolactam or 5-ureidohydantoin) a compound that contained the heterocyclic nitrogen, is an intermediate during the metabolism of plant urea. Generally, the urea compounds are generated through purine catabolism, which exerts a vital part in the metabolism of plant nitrogen [75]. A growing number of studies have reported the accumulation of allantoin in plants as a response to various stress conditions; allantoin participates in plant stress responses and provides tolerance to abiotic stress factors [76–78]. Similar findings in chickpea under drought stress have been reported [79].

The results of this study indicate that the expression of the gene encoding XDH is upregulated. Similarly, studies in which XDH genes from grape were overexpressed in Arabidopsis have shown that allantoin accumulation activates the abscisic acid (ABA) signaling pathway, helps to remove ROS and plays an important role in the salt stress response [80]. Allantoin not only is used as a mobile nitrogen-rich compound but also protects plants from abiotic stress by reducing oxidative damage [78]. Watanabe et al. reported that the loss of ALN function can lead to a large accumulation of allantoin in *Arabidopsis thaliana*, increase the expression of stress-related genes and increase tolerance to drought stress and osmotic stress, and the authors reported that the specific role of allantoin is regulated via ABA [81]. Studies on Arabidopsis plants under salt stress have also shown that application of exogenous allantoin increased the stress tolerance of Arabidopsis seedlings [77]. The relevant analysis in our study revealed that most of the genes differentially expressed under salt stress were significantly related to allantoin, which indicates that allantoin is may be more important and effective than other metabolites in response to salt stress in sugar beet. In addition, the results of this study involve changes in two hormones, namely, melatonin and (S)-2-aminobutyric acid, which are likely to reflect new regulatory pathways and provide direction for subsequent research.

In summary, we speculate that sugar beet can rapidly undergo sugar metabolism in response to salt stress, enhance the TCA cycle, and then accumulate osmotic adjustment substances by the reconstitution of carbon and nitrogen metabolism. Among the osmotic adjustment substances, allantoin may be used in sugar beet roots or as a component for storing nitrogen under stress. The allantoin gene can be used as a key gene for subsequent research.

## Conclusion

In this study, we analyzed the adaptation mechanism of sugar beet to short- and long-term salt stress through transcriptomics and metabolomics approaches. Studies have found that sugar beet is well adapted to salinity through regulating carbon and nitrogen metabolism, mainly involving the sucrose metabolic and purine metabolic pathways. Importantly, allantoin might be closely related to the adaptive response of sugar beet to salt stress. Our findings provide insights into beet salt tolerance and provide a valuable foundation for further improving plant stress resistance.

## Methods

### Plant growth conditions and stress treatments

The experiment was conducted in a plant growth chamber (23 °C/18 °C, day/night) at Northeast Agricultural University. Seeds of sugar beet (KWS0143, supplied by KWS company, Germany) were planted in pots that contained vermiculite and were maintained under a 14-h/10-h photoperiod with a light intensity of 450 μmol m^− 2^ s^− 1^ and a relative humidity of 60 ± 5%. After the seedlings emerged, each pot was watered with a half-strength Hoagland nutrient solution once daily for 10 days. Uniform seedlings were then transferred to separate 20-L plastic containers (length, 100 cm; width, 22 cm; height, 15 cm) that contained half-strength Hoagland nutrient solution and were continuously aerated with an air pump. The experimental design was completely randomized, consisting of one control and one salt treatment, with eight biological replications of each treatment. Each biological repetition of each treatment was performed in 4 independent containers. Salt treatments (NaCl and Na_2_SO_4_ at a 2:1 M ratio) started when the first pair of mature leaves fully developed. The concentration of Na^+^ was gradually increased from 100 mM to 300 mM in 3 days. A treatment that involved the addition of only nutrient solution was used as a blank CK. The pH of the nutrient solution was maintained between 7.0 and 7.2 with 2 N HCl or 2 N NaOH throughout the growth period. The nutrient solution was replaced every 2 days.

For each treatment, 8, 3 and 3 biological replicates were set up for metabolome profiling, transcriptome profiling and physiological parameter measurements, respectively. Samples were taken after 1 day and 7 days of salt stress. Half of the samples were immersed in liquid nitrogen and subsequently stored at − 80 °C for extraction of total RNA for transcriptomic and metabolomic analysis. The remaining samples were placed in an oven, dried at 105 °C for 15 min, and then dried at 80 °C for 2 days. The root/shoot ratio for each plant was calculated as the ratio of the plant’s dry root weight to its dry shoot weight.

### Analysis of RA and inorganic ion content

The RA (μg g^− 1^ h^− 1^) was measured according to the triphenyl tetrazolium chloride (TTC) method [82]. The dehydrogenase activity was considered an index of RA.

Dry root samples (0.1 g) were digested with HNO_3_/HClO_4_ (5/1 v/v) until the solution became clear. Na^+^ and K^+^ contents were determined via atomic absorption spectrophotometry (iCE 3500; Thermo Fisher Scientific, USA), and the inorganic ion contents were expressed in mg g^− 1^ DW.

### Determination of MDA, superoxide radical, H_2_O_2_ and proline contents

MDA was extracted with thiobarbituric acid (TBA), and the absorbance of the supernatant at 450, 532 and 600 nm was determined according to the method described by Shi et al. [83].

The superoxide anion (O_2_·^−^) content was determined according to the methods of Liu and Pang [84]. Potassium phosphate buffer (pH 7.8) was used to extract O_2_·^−^ from the plant materials via incubation at 25 °C for 20 min, the addition of both 17 mM sulfonamide and 7 mM alpha-naphthylamine, and incubation at 25 °C for 20 min. The absorbance at 530 nm was measured, and the O_2_·^−^ content was subsequently calculated via a standard curve.

The H_2_O_2_ content was determined according to the method of Velikova [85].After 0.1% (w/v) trichloroacetic acid was used to extract the root tissue, a phosphate buffer solution and 1 M KI were added. The reaction was terminated by incubation in the dark for 1 h, the absorbance at 390 nm was measured. Afterward, the H_2_O_2_ content was calculated via a standard curve, with the H_2_O_2_ content expressed in nmol g^− 1^ FW^− 1^.

The proline content was determined according to the methods of Bates [86]. Samples (0.5 g) were extracted with 3% (w/v) sulfated salicylic acid. Ninhydrin acid, glacial acetic acid, and the sample tissue were then mixed together and heated in a water bath at 100 °C for 1 h. The proline was extracted with toluene, the absorbance at 520 nm was measured, and the proline content was calculated via a standard curve, with the proline content expressed in μg g^− 1^ FW.

### Measurement of soluble sugar and protein contents

The soluble sugar content was determined according to the methods of Spiro [87]. One hundred microliters of the extract was added to a solution that consisted of 1.08 M H_2_SO_4_, 1.09 mM thiourea and 2.1 mM anthrone with the final volume being 3 ml. The mixture was then heated at 100 °C for 10 min. A calibration curve for D-glucose was established as a standard. The total protein content was determined via Bradford method [88].

### Analysis of antioxidant enzymes

The SOD activity was measured via the approach of Stewart and Bewley [89]; the enzymatic activity was expressed in units g^− 1^ (FW). One unit of SOD activity was defined as the amount of enzyme required for 1 mg of tissue proteins in 1 ml of reaction mixture to achieve an SOD inhibition rate of 50%. The POD activity was assayed by monitoring the formation of guaiacol at 470 nm according to the method of Fu [90]; the enzymatic activity was expressed in millimoles of guaiacol min^− 1^ g^− 1^ (FW). The CAT enzymatic activity was calculated via the system reported by Aebi [91].

### Metabolite profiling and data analysis

Samples were collected and thawed on ice; later, the 50% methanol solution was used to extract the metabolites. In brief, 120 μL of the 50% methanol solution cooled before hand was used to extract 20 μL sample under 1 min of vortexing, followed by 10 min of incubation under ambient temperature. Later, the mixture obtained was preserved under the temperature of − 20 °C. Afterwards, the mixture was centrifuged for 20 min at 4000 g to collect supernatants, which were later transferred to the new 96-well plates. The samples were stored at − 80 °C prior to LC-MS analysis.

All samples were analyzed by the LC-MS system following the machine operational procedures. Firstly, the UPLC system (SCIEX, UK) was employed for chromatographic separation. Additionally, reverse-phase separation was carried out on the ACQUITY UPLC BEH Amide column (100 mm*2.1 mm, 1.7 μm, Waters, UK). The temperature of column oven was kept to be 35 °C, with solvent A (25 mM NH_4_H_2_O+ 25 mM ammonium acetate) and solvent B (IPA:ACN = 9:1 + 0.1% formic acid) as the mobile phase, at the flow rate of 0.4 ml/min. The gradient elution conditions were set as follows: 0–0.5 min, 95% B; 0.5–9.5 min, 95 to 65% B; 9.5~10.5 min, 65%~ 40% B; 10.5–12 min, 40% B; 12–12.2 min, 40–95%B; and 12.2–15 min, 95% B [92]. The injection volume for each sample was 4 μl.

The metabolites eluted based on the column were detected using the Triple TOF 5600 plus high-resolution tandem mass spectrometer (SCIEX, UK), and Q-TOF operated under the negative and positive ion modes [92]. The ion source gases 1 and 2 were both set at 60 psi, while the curtain gas was set at 30 psi, and temperature of interface heater was set at 650 °C. With regard to the positive ion mode, its voltage floating of ion spray was 5000 V, while that was − 4500 V for negative ion mode. In addition, for evaluating the LC-MS system stability throughout the entire acquisition process, one sample for quality control (pooled based on all samples) was examined at an interval of 10 samples.

The raw data from the mass spectrometer were converted to readable mzXML data via ProteoWizard MSConvert software. Peak extraction was performed by XCMS software, and peak extraction QC was also performed. The extracted material was subjected to additive ion annotation by a camera and then subjected to primary identification via metaX software. The mass spectrometry primary information was used to identify and match the secondary information of the mass spectra with an in-house standard database. The identified candidate substances were subsequently annotated with metabolites via the Human Metabolome Database (HMDB), KEGG database, and other databases to explain the physicochemical properties and biological functions of the metabolites. The differentially accumulated metabolites were quantified and then screened via metaX software.

### Transcriptome RNA-seq process

Total RNA was extracted via a TRK1001 Total RNA Purification Kit (LC Science, Houston, TX) according to the manufacturer’s protocol [93]. The total RNA amount and purity were determined using a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA), with RNA values > 7.0. After the total RNA was quantified, the eukaryotic mRNA was enriched by attachment to Oligo (dT) magnetic beads. The extracted mRNA was randomly broken into short fragments by fragmentation buffer, and the fragmented mRNA was used as a template to synthesize a strand of cDNA with six-base random primers (random hexamers), double-stranded cDNA synthesis in buffer, dNTPs, RNaseH and DNA Polymerase I [94]. AMPure XP beads were used to purify the double-stranded product, both T4 DNA polymerase and Klenow DNA polymerase were used to repair attachment of the sticky end of the DNA to the blunt end, A bases and linkers were added to the 3′ end, AMPureXP beads were used for fragment selection, and PCR amplification was ultimately performed to increase the final sequencing library. After the library was quantified, it was generated by an Illumina HiSeq 4000 instrument, and the sequencing read length was double-ended 2*150 bp (PE150) [93]; low-quality reads were removed. The raw sequence data are available under GEO Series accession number GSE114968. Differential expression and functional analysis of the genes were performed. The determination of the different gene expression levels was based on the above data analysis program, with HISAT software used to compare the sequencing data to the NCBI (https://www.ncbi.nlm.nih.gov/genome/?term=Beta+vulgaris) sugar beet reference genome. The transcripts were assembled using multiple alignments. Finally, R was used to graphically display the data results generated by Ballgown. Functional analysis of the DEGs included the use of GOseq for GO enrichment analysis and KOBAS for KEGG signaling pathway enrichment analysis. The expression levels of all transcripts were calculated by StringTie and Ballgown. StringTie was also used to determine mRNA expression levels by calculating the fragments per kilobase of transcript per million mapped reads (FPKM) [94]. Differentially expressed mRNAs and genes were selected by the R package Ballgown according to the criteria of log 2 (fold change) > 1 or log 2 (fold change) < − 1 and were statistically significant when *P* < 0.05 [95].

### Real-time PCR confirmation of salt-responsive genes

The expression levels determined by RNA-seq were verified by quantifying the expression of 18 randomly selected DEGs via qRT-PCR. The total RNA from the same batch as that used for RNA-seq was reverse transcribed into cDNA and used to verify the mRNA expression accuracy. qRT-PCR was performed on an ABI StepOnePlus real-time PCR instrument in conjunction with an SG Fast qPCR Master Mix Kit. The primers used were designed by Primer Express 5.0. The real-time reaction system consisted of 10.0 μL of SYBR Green qPCR Master Mix, 0.4 μL (10 μM) of each positive reaction primer, 7.2 μL of ddH_2_O, and 2.0 μL of cDNA. The amplification procedure consisted of 95 °C for 3 min; 45 cycles of 95 °C for 7 s; 57 °C for 10 s; 72 °C for 15 s; and then 72 °C for 10 min. The specificity of the primer pair was checked by sequencing the PCR product. The experiment was performed in triplicate, and the resulting melting curve was used to determine the specificity of the amplified fragment. Expression levels were calculated via the 2^-ΔCt^ or 2^-ΔΔCt^ method, and the data were analyzed by the Opticon Monitor Analysis Software 3.1 tool [96]. All the primers used are listed in Table S8.

### Statistical analysis

Data are represented as the mean of three or eight biological replicates ± the standard deviation (SD). The metabolomics analyses had eight replicates, and the other analyses had 3 replicates. Statistical significance was calculated via the Ballgown package of R 3.2.5 (R Core Team, Vienna, Austria). Both t tests and ANOVA were performed by SPSS Statistics 22.0 software (IBM, Chicago, IL). Tables and figures were prepared using Microsoft Excel 2013, GraphPad prism 8.3 software (San Diego, CA, USA) and R 3.2.2. Differences at *P* < 0.05 and 0.01 were considered significant and highly significant, respectively.

## Supplementary information

**Additional file 1: Table S1.** Raw metabolomic data at different stages of salt stress (*n* = 8). **Table S2.** Summary of the fold changes of the metabolomic data at different stages of salt stress. **Table S3.** Genes used for validation of sequencing (Seq) data by qRT-PCR. **Table S4.** The GO terms of DEGs from the two comparison groups (S_1vsCK_1 and S_7vsCK_7). **Table S5.** The KEGG pathway enrichment of DEGs from the two comparison groups (S_1vsCK_1 and S_7vsCK_7). **Table S6.** Important DEGs detected in the roots under salt stress (*P* < 0.05). Positive FC (fold change) numbers indicates the up-regulated expression, while negative FC indicates the down-regulated expression. **Table S7.** Description of DEGs associated with metabolites in sugar beet in response to salt. Positive FC (fold change) numbers indicates the up-regulated expression, while negative FC indicates the down-regulated expression. **Table S8.** List of primers of the genes for qRT-PCR.

## Data Availability

The raw RNA-seq data are available under GEO Series accession number GSE114968 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114968). The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## Abbreviations

5-HIU: 5-hydroxyisourate
AA: Amino acid
ALN: Allantoinase
Asc: L-ascorbic acid
DEGs: Differentially expressed genes
ESI: Electrospray ionization
GABA: 4-aminobutyric acid
GDH: Glutamate dehydrogenase
H_2_O_2_: Hydrogen peroxide
LC-MS: Liquid chromatography-mass spectrometry
LEA: Late embryogenesis abundant
MDA: Malondialdehyde
O_2_·^−^: Superoxide anion
OA: Organic acid
OHCU: 2-oxo-4-hydroxy-4-carboxy-5-ureido-imidazoline
PC: Principal component
PC1: First principal component
PC2: Second principal component
ROS: Reactive oxygen species
TCA: Tricarboxylic acid cycle
TBA: Thiobarbituric acid
UPLC: Ultra-performance liquid chromatography
XDH: Xanthine dehydrogenase

How the deposited data were processed for this re-analysis (not part of the article)

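RNA was sequenced from roots of sugar beet seedlings of 4 groups, namely the control (CK) and the salt treatment (300 mM Na+) on day 1 and on day 7, with 3 libraries per group. The authors aligned the reads with HISAT, assembled and quantified transcripts with StringTie, and deposited FPKM values for 28320 genes and 12 libraries, so that the values were already divided by transcript length and by the reads of each library. A gene of several transcripts carries 1 combined value. No counts, aligned reads or genome sequence were used here. Conditions and replicate numbers were taken from the labels of the libraries. All 12 libraries were used, and no column was left out. Genes are named by the locus names of the table, of which 4917 entries have none and 636 join several names. GO terms, KEGG pathways and descriptions are those of the annotation columns, and cover 10014, 3907 and 21848 genes.

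FPKM values do not hold the depth of a library. The relative depth was estimated from the spacing of the lowest values of genes with 1 transcript, and the estimate rested on a small part of the genes compared. The smallest FPKM above 0 was at most 4.48e-05 in any library. The first library of CK_1 was set to a depth of 1, and the others ranged from 0.904 to 1.27.

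Each comparison was fitted with limma (version 3.58.1, in R 4.3.3) on log2(FPKM + 1), with an intensity trend in the moderated variance, over the 6 libraries compared and every gene above 0 in at least 1 of them. The comparisons were salt against CK on each day, CK_7 against CK_1 and S_7 against S_1. The criteria for a DEG, an unadjusted P under 0.05 and a log2 fold change above 1 or below -1, are those of the paper's methods, and Benjamini-Hochberg adjusted p-values are given beside them. The difference between the days in the salt effect was tested as an interaction in 1 fit of all 12 libraries. GO terms and KEGG pathways with at least 5 genes, and 5 gene families chosen by description, were tested with a one-sided Fisher's exact test. The background was the tested genes that carry a term, pathway or description and could reach the fold change criterion. Such genes had a mean log2(FPKM + 1) above 1 in at least 1 of the groups compared. The genes named in the text are those that the paper names or ties to an entry of Tables S3, S6 or S7. For each day, the 5 largest increases and the 5 largest decreases were added, among DEGs whose 3 salt libraries all lie beyond the 3 CK libraries. The ureide permease gene LOC104895791 was added after its values were seen.

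The fits and the enrichment test were also run on simulated data with 200 changed genes. The planted changes were larger than the fold change criterion and lay only in genes above an expression floor, with independent normal noise. The recovery therefore does not carry over to genes near the criterion or at low FPKM. At the criteria for a DEG, limma recovered 183 of them (91.5%) and called 306 of the unchanged genes among 27060 tested. With adjusted p, it recovered 86 (43.0%) and called 3 unchanged genes. Ballgown's linear model recovered 143 (71.5%) at an unadjusted P, where it called 349 unchanged genes, and 0 at an adjusted p. The interaction test recovered 97 (48.5%) at an adjusted p and called 11 unchanged genes among 27073. The enrichment test found the planted term and called 0 of 994 terms after a single shuffle. Its background there was every gene with a term, not only those that could reach the criterion.

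The design, the alternatives and the rule for named genes were set before the data were examined. The alternatives were an adjusted p in place of P, a pseudocount of 0.1, genes with a mean FPKM of at least 1, scaling by median ratios, the linear model that Ballgown fits, the ratio of mean FPKM as fold change, a combination of the last pair, all 12 libraries in 1 fit, the replicate number as a block, and each library left out in turn. Ballgown's linear model was rewritten in R from its description and was not run from its package. Its own fold change, and the removal of genes listed at 0 in some libraries and at 20 FPKM or more in others, were added after seeing the data. The replicate numbers that define the pairs come from the labels alone, as the paper describes no pairing. Metabolite and physiological measurements were not analysed here.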

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

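Of the tests in this part, the search for zeros in the ureide permease gene LOC104895791 was chosen only after the result was seen, and the removal of genes listed at 0 in some libraries is an alternative added after the data were seen.

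The salt effect differed between day 1 and day 7 in 499 genes (limma interaction, adjusted p under 0.05), a difference between groups that the paper describes by overlap and does not test. Of the 32 relabellings of salt and control within each day that part all same-numbered pairs, 2 gave as many genes. The other one is the real labelling with salt and CK exchanged on day 7 only, which by construction turns a shared salt effect into a difference (1664 genes), so the share of 2 in 32 does not measure chance alone. The remaining 30 gave at most 95. Without the genes listed at 0 in some libraries and at 20 FPKM or more in others, 513 genes differed, so those genes do not account for the count. Time under salt is the difference in the design, but the controls also changed between the days.

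Single genes named by the paper differed between the days in the same test. The difference in log2 fold change, day 7 minus day 1, was -5.66 for LOC104896291 (limma adjusted p = 0.00440), -6.18 for LOC104892966 (0.00440), -2.57 for LOC104886797 (0.00772), 2.64 for the locus LOC104887790 to LOC104887793 (0.00887), 2.85 for LOC104899212 (0.0154), -1.37 for LOC104909043 (0.0177) and -2.93 for LOC104899896 (0.0396). For LOC104891394 (-6.64) and LOC104891730 (-14.31), groups are listed at 0, and the numbers depend on the pseudocount and are no folds. In types IV and V of Table S6, to which LOC104896291, LOC104892966, LOC104886797, LOC104891730 and the joined locus belong, the controls changed more between the days than the salt-treated roots in 28 of 35 genes (80.0%), and in 26 with median ratio scaling. By type, this held for 24 of 25 type IV genes and 4 of 10 type V genes. Where controls and salt-treated roots move in opposite directions, a larger change in the controls is the same as a change of the mean of both between the days. The comparison therefore does not single out the controls. A change in the controls alone does not account for all of the reversals. The salt-treated roots moved the other way in 23 of 25 type IV and 10 of 10 type V genes. All S_7 libraries lay apart from all S_1 libraries in 17 of the type IV and 9 of the type V genes. All CK_7 libraries lay apart from all CK_1 libraries in 25 and 8. How much of a reversal comes from a change in the controls over time cannot be told apart here. Genes listed at 0 in some libraries and at 20 FPKM or more in others make up 5.7% of the 35 and do not account for the pattern. The types were also selected for a change of direction.

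Comparisons that the paper does not report also gave a signal. Between CK_7 and CK_1, 2808 genes met the criteria for a DEG (1877 higher and 931 lower on day 7), and between S_7 and S_1, 1857 did (1127 higher and 730 lower). Both counts were the largest of the 4 splits of the 6 libraries that part all same-numbered pairs (1 of 4, and 1 of 10 over all splits), where the others gave 206 to 246 and 237 to 348. The remaining 6 splits part 1 pair and gave 205 to 513 and 236 to 296. With so few splits the share cannot fall under 0.05, so chance splitting is not excluded by the share alone. At an adjusted p under 0.05 in limma, with no criterion on fold change, the real splits gave 2228 and 728 genes. Any other split gave at most 10 and 17. Scaling by median ratios shifted the log2 change by 0.21 in the controls and 0.28 in the salt-treated roots, and the control comparison then gave 2601 genes, 1396 higher and 1205 lower. For the genes that differ between the salt-treated roots of day 7 and day 1 it gave 1727, with 639 higher and 1088 lower. Scaling therefore does not account for the number of genes. Which genes were called did change: 2327 of the 2808 and 1369 of the 1857 were still called after scaling. The balance of directions moved with it, but scaling by median ratios centres the changes by construction, so this does not show which balance is right. Without the genes listed at 0 in some libraries and at 20 FPKM or more in others, 2764 genes differed between the controls. Age of the seedlings is a biological candidate explanation, and it cannot be parted from the day of sampling in this design.

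A further ureide permease gene, LOC104895791, is not discussed by the paper and was higher under salt. Its log2 fold change was 1.00 on day 1 (FPKM 0.885, 1.95 and 0.813 in CK_1 and 4.09, 3.22 and 2.74 in S_1, limma adjusted p = 0.203) and 1.77 on day 7 (2.61, 2.45 and 2.37 and 12.7, 11.8 and 8.48, limma adjusted p = 0.0215). The day 1 value lies just under the criterion. None of the 12 libraries lists the gene at 0 (0 of 12), and with median ratio scaling the day 7 value was 1.68, so neither explanation accounts for it. Reads shared with LOC104906177, which carries the same description, were not tested, and a response to salt may be proposed only as a hypothesis.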

How the results depend on the processing

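No test in this part was chosen after the result was seen, but the alternatives of Ballgown's own fold change and of leaving out genes listed at 0 in some libraries were.

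The order of results below is DEGs of day 1 and day 7, then upregulated and downregulated on day 1, upregulated and downregulated on day 7, upregulated on both days, downregulated on both days, up then down, and down then up. As deposited and with the criteria of the paper they were 1621, 1392, 930, 691, 740, 652, 175, 71, 53 and 30. With a Benjamini-Hochberg adjusted p under 0.05 they were 187, 355, 108, 79, 199, 156, 17, 6, 6 and 0. With a pseudocount of 0.1 they were 3041, 2704, 1730, 1311, 1465, 1239, 356, 136, 113 and 78, and with the ratio of mean FPKM 3132, 2901, 1749, 1383, 1604, 1297, 367, 151, 109 and 81. With Ballgown's linear model, the results beyond 1.5 times were 808 DEGs on day 7 (439 up and 369 down), 101, 43, 23 and 10 on both days. With Ballgown's own fold change they were 904 on day 7 (467 up), 104, 46, 25 and 10. With Ballgown's linear model and the ratio of mean FPKM they were 2487 DEGs on day 1, of which 1256 were down. The remaining values of these results under the other alternatives stayed within 1.5 times, apart from the libraries left out below. The cause was not tested for any of these.

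The number of genes whose salt effect differs between the days (499) was 2042 at an unadjusted P under 0.05 with a difference above 1. The genes that differ between the controls of day 7 and day 1 (2808) numbered 1544 by adjusted p, 4918 with a pseudocount of 0.1 and 5120 with the ratio of mean FPKM. The genes that differ between the salt-treated roots of day 7 and day 1 (1857) numbered 552, 3703 and 3942. Of the 353 entries of Tables S6 and S7, 333 met the criteria, and 136 did so by adjusted p. The enriched GO terms and KEGG pathways numbered 45 over both days, and 10 with genes called by adjusted p. The cause was not tested.

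Across the fits that each left out 1 library, the DEGs ranged from 1488 to 1932 on day 1 and from 1219 to 1587 on day 7. Upregulated genes ranged from 809 to 1125 and from 653 to 868, and downregulated genes from 629 to 807 and from 566 to 719. Genes upregulated on both days ranged from 146 to 188, downregulated on both from 60 to 114, up then down from 41 to 56, and down then up from 23 to 42. The genes whose salt effect differs between the days ranged from 273 to 565. The genes that differ between the controls of day 7 and day 1 ranged from 2509 to 3560, the genes that differ between the salt-treated roots of day 7 and day 1 from 1794 to 2102, and the Table S6 and Table S7 genes past the criteria from 316 to 336.

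With the replicate number as a block, the DEGs were 1601 on day 1 and 1301 on day 7, and the genes with a different salt effect were 230. Residuals of same-numbered libraries correlated at -0.031 on day 1, -0.0529 on day 7, 0.0561 in the controls and -0.0287 in the salt-treated roots, which gives no sign that the numbers pair the libraries.

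For the single genes named in the text, 1109 values under the alternatives kept their direction and their side of the criteria. A further 65 kept the direction but no longer met the criteria (33 of them by adjusted p), 23 met them newly, and 0 reversed. Some alternatives could not reverse a direction, because they keep the same fold change. These are the adjusted p, the filter on mean FPKM, Ballgown's linear model, the fit of all 12 libraries and the replicate block. Ratios of mean FPKM that are not finite were left out. By median ratio scaling, 4 named calls were lost. FPKM values carry no counts, so the precision of low values could not be weighed gene by gene.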

Differences from the paper's values

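In this part, the comparison of fold changes with the SD between replicates, in place of the standard error, was chosen only after the result was seen, as were the alternatives of Ballgown's own fold change and of leaving out genes listed at 0 in some libraries.

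On day 7, 1392 DEGs were found against the paper's 903. Of the alternatives set before the data were examined, median ratio scaling (1322), Ballgown's linear model (808), the replicate block (1301) and the fit without S_7 replicate 1 (1219) came within 1.5 times. The adjusted p, the pseudocount of 0.1, the filter on mean FPKM, the ratio of mean FPKM with either test, the fit of all 12 libraries and the other fits without 1 library did not. Genes upregulated on both days numbered 175 against the paper's 104. Ballgown's linear model (101) and the fit without CK_1 replicate 1 (146) came within 1.5 times, and the other alternatives did not. Genes downregulated on both days numbered 71 against the paper's 46. Ballgown's linear model (43), the replicate block (67) and 7 of the fits without 1 library (60 to 69) came within that range, whereas the adjusted p, the pseudocount, the filter, median ratio scaling, the ratio of mean FPKM with either test, the fit of all 12 libraries and the remaining fits without 1 library did not. Genes upregulated on day 1 and downregulated on day 7 numbered 53 against the paper's 25, and those downregulated first and upregulated later 30 against the paper's 10. Ballgown's linear model (23 and 10) came within the range for both, and no other alternative did for either. In phenylpropanoid biosynthesis, 23 DEGs were upregulated on day 7 against the paper's 14. The filter on mean FPKM (20) and median ratio scaling (16) came within the range, and the adjusted p (6) and the ratio of mean FPKM (29) did not.

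Ballgown's linear model with its own fold change, chosen after seeing the values, gave 1278 DEGs on day 1 beside the paper's 1279 and 904 on day 7 beside the paper's 903. It gave 104, 46, 25 and 10 for the overlaps and 14 for phenylpropanoid biosynthesis on day 7, which are the paper's values, and called all 353 entries of Tables S6 and S7. Its fold changes lay within 1% of the paper's in 350 of those 353 entries.

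In 8 genes the paper's log2 fold change of day 7 lay further from the value here than the standard error, though not further than the SD between replicates. The values here and the paper's were 4.66 and 6.01 for LOC104906825, 2.31 and 3.26 for LOC104904610, 1.68 and 1.11 for LOC104893499, 1.05 and 1.29 for LOC104899505, -2.21 and -1.87 for LOC104892966, 2.50 and 2.92 for LOC104899212, 0.66 and 1.06 for LOC104894061, and 1.58 and 2.19 for the locus of LOC104894064 and LOC104894065.

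In its passage on coexpressed transcripts, the paper states that more genes were downregulated after 7 days than after 1 day. Among the genes called on both days, 101 were downregulated on day 1 and 124 on day 7, which is the paper's order. Only over the DEGs of each day, whether shared or not, was the order the other way, with 691 and 652. Transmembrane transport is described by the paper as having more downregulated than upregulated genes on day 1, and here 22 were upregulated and 18 downregulated. With Ballgown's own fold change, chosen after seeing the values, the numbers were 17 and 19, and the other alternatives run for this term gave more upregulated genes, apart from the adjusted p (1 and 2). Among the enriched terms, the paper ranks hydrolase activity, carbon metabolism, the biosynthesis of amino acids, starch and sucrose metabolism and alpha-linolenic acid metabolism. Its threshold was a P value under 0.05. In the one-sided Fisher's exact test on the day named, each had an unadjusted p under 0.05, but none an adjusted p under 0.05. For hydrolase activity, the exact test gave an unadjusted p of 0.00887 on day 1 and 0.00256 on day 7 (adjusted p = 0.213 and 0.0848). For the other terms, in the order named, it gave 0.0112, 0.00749, 0.0101 and 0.00874 (adjusted p = 0.0944, 0.0769, 0.158 and 0.156). Other settings of the same exact test gave some of them an adjusted p under 0.05. Carbon metabolism had an adjusted p of 0.0235 with the ratio of mean FPKM, and alpha-linolenic acid metabolism 0.0386 with the filter on mean FPKM. Among the settings chosen after seeing the values, Ballgown's linear model with its own fold change gave 0.0457 for carbon metabolism, 0.0415 for the biosynthesis of amino acids, 0.0130 for hydrolase activity on day 7 and 0.00905 for alpha-linolenic acid metabolism in the exact test. Leaving out genes listed at 0 in some libraries gave 0.0466 for the last. No setting run did so for starch and sucrose metabolism on day 7 or hydrolase activity on day 1.

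Some genes that the paper calls were not called here. ERF107 (LOC104890277) on day 1 had an unadjusted P of 0.0549 in limma. It met the criteria with a pseudocount of 0.1, the filter on mean FPKM, Ballgown's linear model, all 12 libraries in 1 fit, without CK_1 replicate 2, and with Ballgown's own fold change, chosen after seeing the values. The glutamate decarboxylase gene LOC104895295 on day 1 had a limma unadjusted P of 0.0678. It met the criteria with Ballgown's linear model under each fold change (its own was chosen after seeing the values), with all 12 libraries in 1 fit, without CK_1 replicate 1 and without S_1 replicate 1. The alanine aminotransferase gene LOC104899678 (log2 fold change 0.97 on day 1) met them without CK_1 replicate 3, without S_1 replicate 1 and with Ballgown's own fold change, chosen after seeing the values. The glutathione S-transferase gene LOC104894061 on day 7 met them only with the latter.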

Other observations

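Of the tests in this part, the comparison of genes by their number of transcripts was chosen only after the result was seen.

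The numbers of DEGs were set against other splits of the same 6 libraries. For day 1, 1 of the 4 splits that part all same-numbered pairs (1 of 10 over all splits) gave as many DEGs, as many upregulated genes, as many downregulated genes and as many enriched terms, namely the real one. The others gave 260 to 502 DEGs, and the 6 splits that part 1 pair 152 to 377. For day 7 it was also 1 of 4 (1 of 10) for each of these, with 198 to 311 and 194 to 263 DEGs. At an adjusted p under 0.05, with no criterion on fold change, the real split gave 209 genes on day 1 and 462 on day 7. Any other split gave at most 9 and 17. Splits of 3 against 3 cannot give a share under 0.05, so a chance split is not excluded by the count alone. Genes called in the same direction on both days numbered 246, and 1 of 32 relabellings within the days, the real one, gave as many (the others at most 83). Genes called in opposite directions numbered 83, and 2 of 32 relabellings gave as many. The other one exchanges salt and CK on day 7 only, which turns genes of the same direction into genes of opposite direction, and gave 246, and the remaining 30 gave at most 60.

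Of the 6009 genes that reached 20 FPKM in at least 1 library, 542 (9.02%) were listed at exactly 0 in another, and in 435 of them zeros and high values occurred within the same group. They carried 1 transcript in 89.1% of cases against 49.9% of the other genes that reached 20 FPKM (odds ratio 8.22, two-sided Fisher's exact test, p = 1.33e-77), so failed estimates at loci with 1 transcript may explain part of them. The smallest FPKM above 0 (at most 4.48e-05 in any library) says little about low sequencing depth, since values this small can be left by the estimation at any depth. The estimated depths of the libraries, however, ranged only from 0.904 to 1.27. The library with the lowest estimate listed 223 of these genes at 0 and the one with the highest 244 (range over all 12 libraries 215 to 252), so differences in depth between the libraries do not account for the zeros. The next loci were higher where the gene was listed at 0 in 51.2% of 541 genes, where 50% would be chance. Fragments assigned to the next loci thus left no sign over the genes as a set. Only the adjacent entries were compared, so such assignment is not excluded for some genes or to other loci. Among 154 cases with 3 zeros in the 6 libraries of a day, the zeros fell on all 3 libraries of 1 treatment in 29 (18.8%, with 15.4 cases or 10% by chance, exact binomial p = 0.00104). A lack of expression in salt or control roots may thus explain some of them, and failed estimates others, and for a single gene they are not told apart.

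Across the 17146 genes with a mean FPKM of at least 1, the salt effect on day 1 was set against the change of the controls from day 1 to day 7, with separate CK_1 libraries for each change. The mean of 3 correlations was 0.2 (range 0.0775 to 0.314), which before rounding lies just under the 0.2 set beforehand for salt moving genes in the direction of time. With median ratio scaling it was 0.202, just above, so the test does not decide. With the same CK_1 libraries in both changes it was 0.465, which the shared libraries inflate. The salt effects of day 1 and day 7 correlated at 0.157.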
